# High-resolution ribosome profiling reveals translational selectivity for transcripts in bovine preimplantation embryo development

**DOI:** 10.1242/dev.200819

**Published:** 2022-11-03

**Authors:** Linkai Zhu, Tong Zhou, Rajan Iyyappan, Hao Ming, Michal Dvoran, Yinjuan Wang, Qi Chen, R. Michael Roberts, Andrej Susor, Zongliang Jiang

**Keywords:** Ribosome profiling, Translational selectivity, Translation, Transcription, Preimplantation embryo development, Bovine

## Abstract

High-resolution ribosome fractionation and low-input ribosome profiling of bovine oocytes and preimplantation embryos has enabled us to define the translational landscapes of early embryo development at an unprecedented level. We analyzed the transcriptome and the polysome- and non-polysome-bound RNA profiles of bovine oocytes (germinal vesicle and metaphase II stages) and early embryos at the two-cell, eight-cell, morula and blastocyst stages, and revealed four modes of translational selectivity: (1) selective translation of non-abundant mRNAs; (2) active, but modest translation of a selection of highly expressed mRNAs; (3) translationally suppressed abundant to moderately abundant mRNAs; and (4) mRNAs associated specifically with monosomes. A strong translational selection of low-abundance transcripts involved in metabolic pathways and lysosomes was found throughout bovine embryonic development. Notably, genes involved in mitochondrial function were prioritized for translation. We found that translation largely reflected transcription in oocytes and two-cell embryos, but observed a marked shift in the translational control in eight-cell embryos that was associated with the main phase of embryonic genome activation. Subsequently, transcription and translation become more synchronized in morulae and blastocysts. Taken together, these data reveal a unique spatiotemporal translational regulation that accompanies bovine preimplantation development.

## INTRODUCTION

Preimplantation embryo development is a complex and precisely regulated process orchestrated by both maternal stored mRNAs and newly synthesized transcripts that appear following embryonic genome activation (EGA). In the last decade, transcriptome analyses of early mammalian embryos from multiple species have been comprehensively conducted and have established precise gene transcription programs during preimplantation development. However, the levels of mRNA and the amount of its protein product often do not directly correlate (Becker et al., 2018), suggesting that the mRNAs detected from global transcriptomic profile do not necessarily represent their functional status in early embryo development. Although the protein expression landscape of oocytes and preimplantation embryos has been characterized in mouse (Gao et al., 2017; Wang et al., 2010) and bovine (Banliat et al., 2021, 2022; Demant et al., 2015; Deutsch et al., 2014; Marei et al., 2019), the proteomic analysis offers limited coverage and information due to scarcity of the sample material available and has not been explored in other mammalian species. More importantly, a central gap in our understanding of post-transcriptional regulation exists, namely, how mRNAs are selected for spatial and temporal regulation during cell-fate specification and in processes such as oocyte maturation, fertilization, EGA and early differentiation. Thus, the understanding of mRNA translational dynamics may provide new insights into gene regulation during embryogenesis.

Accordingly, in some systems, ribosome profiling coupled to RNA sequencing (Ribo-seq) has been developed to quantify ribosome occupancy and to analyze selective genome-wide mRNA translation (Chassé et al., 2017; Ingolia et al., 2009). However, the broad application of Ribo-seq has been slowed by its complexity and the difficulty of adapting it to low amounts of input material. Recently, two powerful single-cell Ribo-seq (scRibo-seq) protocols have been developed. The first, Ribo-STAMP (Surveying Targets by APOBEC-Mediated Profiling), utilizes a cytosine deaminase (APOBEC) that catalyzes RNA cytosine-to-uracil conversion to edit transcripts associated with ribosomes (Brannan et al., 2021). The second scRibo-seq protocol utilizes the micrococcal nuclease MNase to digest RNA not bound to ribosomes in lysates of single cells and allows the capture of the ribosome-protected footprints (VanInsberghe et al., 2021). Both approaches require complex quality control and analysis due to the high ‘noise’ observed with single-cell data. In addition, it has been shown that mRNAs engaged in translation are bound by ribosomes, whereas dormant or stored transcripts are accumulated in diverse forms of ribonucleoprotein complexes and particles (Anderson and Kedersha, 2006; Eulalio et al., 2007; Parker and Sheth, 2007). It is also well known that actively translated mRNAs are bound by multiple ribosomes, or polysomes. The above-mentioned approaches limit analysis of the variation encountered in the different numbers of ribosome-bound mRNAs as a whole, while ignoring how the specific mRNAs are preferentially selected for translation. It should be noted that two recent studies have also optimized a low-input ribosome profiling (LiRibo-seq) approach and provided for the first time the translational dynamics of mouse oocytes and preimplantation embryos (Xiong et al., 2022; Zhang et al., 2022), but again, these two studies were confined to an analysis of ribosome-bound mRNAs as a whole. In contrast, an imaging-based approach performed on living *Drosophila* embryos has allowed the direct exploration of the location and dynamics of translation of individual mRNAs (Dufourt et al., 2021), and has opened up new avenues for understanding gene regulation during development; however, this technology is still in its infancy.

In our study, we have improved a recent advance of scarce sample polysome profiling (SSP-profiling) (Masek et al., 2020) based on physical polysome fractionation (Chassé et al., 2017; Scantland et al., 2011). We substantially increased the resolution of the procedure to enable the sequencing of transcripts associated with monosomes and different sizes of polysomes extracted from bovine oocytes and preimplantation embryos. The data obtained have allowed us to study both genome-wide translational dynamics and translational selectivity mechanisms that accompany bovine early embryo development.

## RESULTS

### mRNA translational landscapes in bovine oocytes and preimplantation embryos

Polysome profiling has traditionally required a large amount of input material in order to fractionate polysome-bound RNA, making the procedure challenging to apply to mammalian oocytes and embryos. SSP-profiling (fractionation of mRNAs based on the number of translating ribosomes by using sucrose-density gradients) overcomes some of the obstacles posed by low sample size (Masek et al., 2020). The improved SSP-profiling when followed by RNA sequencing (RNA-seq) allowed us to analyze mRNA translational profiles of bovine oocytes at the germinal vesicle (GV) and metaphase II (MII) stages, as well as of preimplantation embryos at the two-cell, eight-cell, morula and blastocyst stages (Fig. 1A). For each sample, 100 oocytes or embryos were used, and the experiment was performed twice. 

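Lysates of oocytes or embryos were separated on sucrose gradients, in which RNA carrying more ribosomes sediments further, and each gradient was collected as 10 fractions, F1 to F10. Gradients A and B were made at each of 6 stages, so n = 2 gradients per stage and 120 fraction libraries in all. The authors prepared the libraries with a Smart-seq2 kit, estimated the reads from each gene with Salmon on the Ensembl bovine annotation, and deposited these expected counts for 16706 gene symbols without normalization. The total of expected counts per fraction library lay between 1229382 and 17342859, with a median of 10334106. The median total per stage was 11368082 in GV oocytes, 11127040 in MII oocytes, 10439956 in 2-cell embryos, 9099334 in 8-cell embryos, 7564826 in morulae and 6576608 in blastocysts. Totals of morula fractions ranged from 1229382 to 13952577, and those of blastocyst fractions from 1607843 to 10835138. For correlations and trends, counts were scaled to the library total (CPM) with the TMM factors of edgeR and taken as log2(CPM + 1). For tests of polysome-occupied mRNA, the counts of F8, F9 and F10 were summed within each gradient, which gave 12 polysome pools.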

We split each developmental stage by ultracentrifugation on sucrose gradients into ten equal volumes of fractions to provide a high resolution translatomic profile (transcripts associated with ribosomes from all fractionations) (Fig. 1A). We conducted two analyses to validate the translatomic data. First, we assessed the RNA isolated from each of the ten fractions by quantitative reverse transcription PCR (qRT-PCR)-based quantification of 18S and 28S ribosomal RNA (rRNA) (Fig. S1), which allowed us to confirm the successful separation of free RNAs, 40S small ribosomal subunits, 60S large ribosomal subunits, monosomes (80S) and polysomes (see Materials and Methods). The amount of 18S and 28S RNA provided an assessment of the reproducibility of fraction collection (Fig. S1). 

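The gradients A and B of a stage were compared fraction by fraction on log2(CPM + 1) over 15130 genes, which are not independent replicates. Pearson's r between the 2 gradients had a median of 0.853 over the 60 pairs of libraries and ranged from 0.645 to 0.976. Libraries of the same fraction from different stages had a median r of 0.610. In all 60 pairs, r lay above the median r of that fraction between the stage and the other stages, and in 37 of the 60 it lay above every r between stages. The median r over the 10 fractions was 0.959 in GV oocytes, 0.919 in MII oocytes, 0.930 in 2-cell embryos, 0.747 in 8-cell embryos, 0.753 in morulae and 0.832 in blastocysts. With a pseudocount of 0.1 in place of 1, the alternative that moved the median most, it was 0.818.

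**Figure D1:**
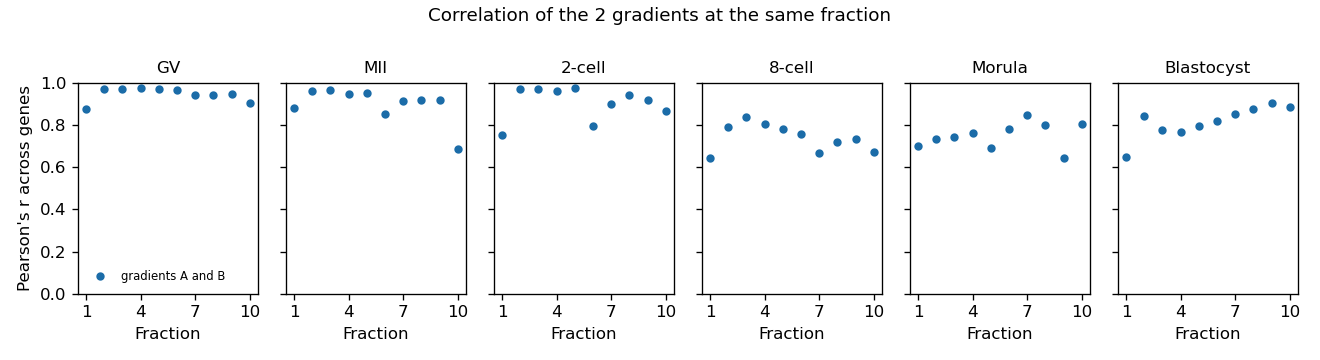
Pearson's r across genes between gradients A and B (y axis) for each fraction (x axis), one panel per stage. Each point is one pair of libraries, and the points of 8-cell embryos and morulae lie lowest, with medians of 0.747 and 0.753.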

Additionally, principal component (PC) analysis (PCA) and Pearson correlation analysis of translatomic data indicated consistent values between biological replicates in each fraction and across developmental stage (Fig. 1B, Fig. 2). 

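Within a gradient, Pearson's r fell with the distance between fractions, from a mean of 0.857 ± 0.0930 (SD, 108 pairs) for neighbouring fractions to 0.731 ± 0.102 (SD, 12 pairs) for F1 against F10. In F1, r between the 2 gradients lay below the median of F3 to F10 at all 6 stages. In F2 it lay above that median at 5 stages and below it in morulae (0.737 against 0.771). In blastocysts, for instance, r was 0.651 in F1 and 0.844 in F2, and the median of F3 to F10 was 0.837.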

Based on these analyses, we classified the ten fractionations into free RNA (F1-F2), monosome-bound mRNA (F3-F5, with F6-F7 as an intermediate stage) and polysome-bound mRNA (F8-10, regarded as polysomes hereafter) profiles. In addition to ribosome-profiling analysis, global transcriptome analysis was performed on 20 oocytes (GV and MII stages) (*n*=3) and 20 embryos (*n*=3) at each developmental stage collected from the same batches used for ribosome fractionation and RNA-seq profiling. 

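The transcriptome was sequenced from whole oocytes or embryos in 3 replicates per stage, A, B and C, which makes 18 libraries, and the authors deposited its counts in the same form as those of the fractions. Totals lay between 3269386 and 11812567 counts, with a median of 10399576. The median of the 3 replicates was 9723974 in GV oocytes, 11228513 in MII oocytes, 10945300 in 2-cell embryos, 10431123 in 8-cell embryos, 9864150 in morulae and 4970337 in blastocysts. Polysome pools and transcriptomes were tested together in one edgeR model of 30 libraries and 12 groups, with TMM normalization, the filterByExpr filter and the quasi-likelihood F test. The paper names the likelihood ratio test of edgeR, which was kept as an alternative. P-values were two-sided and were adjusted by the Benjamini-Hochberg method over the 14612 genes in the model. The letters of gradients and transcriptomes were not treated as pairs.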

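Principal component analysis of log2(CPM + 1) over all 138 libraries, centred and scaled per gene, covered 15393 genes with a CPM of at least 1 in at least 2 libraries. PC1 carried 21.9% of the variance and PC2 13.8%. The transcriptomes of GV and MII oocytes and 2-cell embryos had mean PC1 scores of -29.2 ± 3.25, -18.8 ± 2.14 and -37.7 ± 1.08 (SD, n = 3 each). Those of 8-cell embryos, morulae and blastocysts had mean scores of 48.9 ± 3.41, 71.7 ± 1.81 and 71.9 ± 2.64. The highest single score among transcriptomes of the first 3 stages was -16.5, and the lowest among those of the later stages was 46.1. Without scaling per gene, the alternative that moved it most, PC1 carried 32.6% of the variance.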

The transcriptomic data (triangles in Fig. 1C), especially in the PC1 dimension, appeared to organize roughly as two, seemingly distinct groupings, namely, the stages representing oocytes and two-cell-stage embryos and the stages from eight-cell to blastocyst (Fig. 1C), which is consistent with the notion that bovine major EGA occurs at the eight-cell stage (Graf et al., 2014; Jiang et al., 2014).

**Fig. 1.**
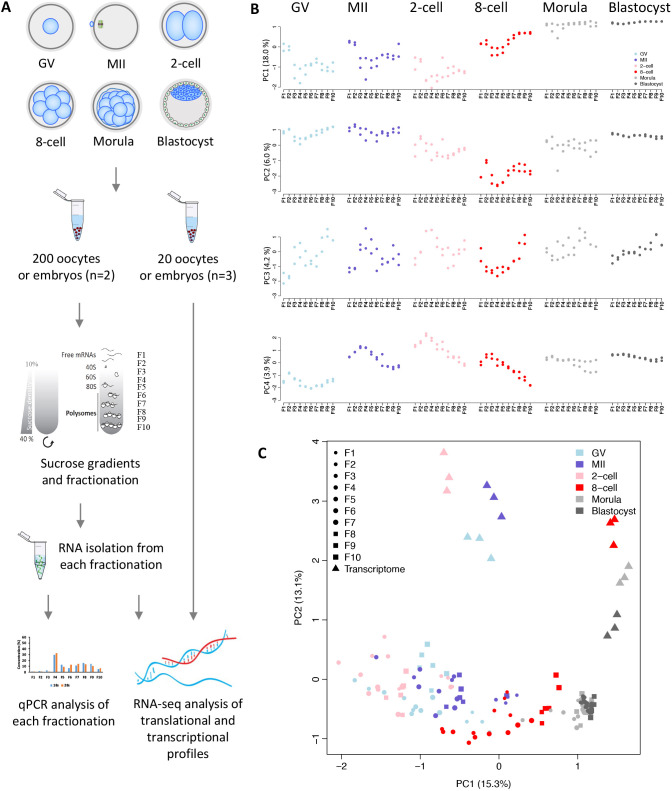
**Genome-wide high-resolution ribosome profiling of bovine oocytes and early embryos.** (A) Scheme of genome-wide high-resolution polysome profiling in bovine oocytes and preimplantation embryos. (B) Principal component analysis (PCA) of polysome- and nonpolysome-bound mRNA profiles in ten fractions of bovine oocytes and early embryos. (C) PCA analysis of translatomes (F1-F10) (*n*=2) and transcriptomes (*n*=3) of bovine oocytes and early embryos.

**Fig. 2.**
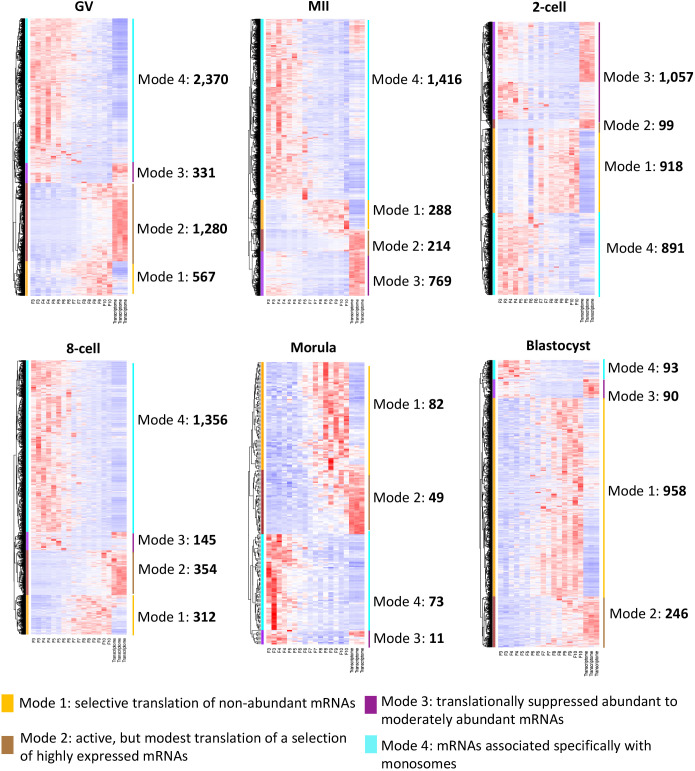
**Diverse modes of translational selectivity during bovine oocyte and preimplantation development.** Heatmaps showing four modes of translational selectivity in bovine oocyte and preimplantation development. The color spectrum, ranging from red to white to blue, indicates high to low levels of gene expression. Mode 1, selective translation of non-abundant mRNAs (gold bar); mode 2, active, but modest translation of a selection of highly expressed mRNAs (brown bar); mode 3, translationally suppressed abundant to moderately abundant mRNAs (purple bar); and mode 4, mRNAs associated specifically with monosomes (cyan bar). The numbers of genes identified in individual modes of in each development stage are indicated.

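On PC2 of the 138 libraries, each of the 18 transcriptomes had a lower score than each of the 120 fraction libraries. Mean transcriptome scores ran from -129 ± 5.84 (SD, n = 3) in MII oocytes to -73.6 ± 6.43 in blastocysts, and the highest single transcriptome score was -67.5. The mean over the 20 fraction libraries of a stage ran from 3.54 ± 14.5 in 2-cell embryos to 45.0 ± 17.3 in 8-cell embryos, and the lowest single fraction score was -24.8.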

Overall, the translatome profile contrasted markedly with the transcriptome profile across different development stages (Fig. 1C), suggesting discordance between the global transcriptome and actively translated mRNAs. Again, there was a separation of the translatome data by stage. In particular, the morula and blastocyst values were clustered together at the far right of the PC1 plot and well distanced from early-stage data, which were clustered mainly towards the left of the PC1 plot and further separated from the rest of the developmental stages. 

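In the analysis of the 120 fraction libraries, PC1 carried 24.1% of the variance and PC2 6.54%. Mean PC1 scores were -57.0 ± 6.81 (SD, 20 libraries from 2 gradients) in GV oocytes, -48.2 ± 13 in MII oocytes and -58.5 ± 10.0 in 2-cell embryos. They were 68.3 ± 19.7 in morulae and 83.1 ± 4.90 in blastocysts. The highest score before the 8-cell stage was -2.65, in an MII library, and the lowest morula score was 20.5.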

Values for the eight-cell embryos fell somewhere in between (Fig. 1B,C). 

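The 20 fraction libraries of 8-cell embryos had a mean PC1 score of 12.2 ± 22.9, with a range from -24.4 to 50.2, and their mean PC2 score was -59.1 ± 16. Their range on PC1 overlapped that of MII oocytes and that of morulae. The overlap with MII oocytes rested on the single MII library at -2.65. Within the 8-cell stage, the 4 libraries of F1 and F2 had a mean PC1 score of 5.89 ± 12.9 and the 6 libraries of F8 to F10 one of 37.7 ± 8.74.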

Our data also indicated that the changes in the translatome appeared to be gradual across the fractions from F1 to F10 (Fig. 1B,C), reflecting the continuous physical fractionation of mRNAs based on the number of translating ribosomes. 

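On PC2 of the PCA of fractions, the mean score of GV oocytes rose from 2.14 ± 6.80 in F1 and F2 (SD, 4 libraries) to 27.4 ± 4.30 in F8 to F10 (6 libraries). In 8-cell embryos it rose from -60.4 ± 9.50 to -43.5 ± 17.5, in morulae from -5.64 ± 6.64 to 11.8 ± 18.3 and in blastocysts from 17.5 ± 29.8 to 42.4 ± 7.62. In MII oocytes (12.2 ± 7.67 and 6.50 ± 15.5) and 2-cell embryos (-2.19 ± 21.8 and -3.47 ± 4.73) it was lower in F8 to F10. The change was smaller than the larger of the 2 SDs at these 5 stages, and larger than both SDs in GV oocytes. Spearman's rho of PC2 with the fraction number was 0.860, -0.290, -0.423, 0.284, 0.531 and 0.616 in the order of the stages (20 libraries each). For PC1 it was 0.709 in 8-cell embryos, and for PC3 -0.912 in blastocysts. On these 2 axes it lay between -0.462 and 0.414 at the other stages. Pooled over the 6 stages, the mean r between fractions of one gradient fell at each step from 1 to 9 fractions apart. Within a stage it rose from 5 to 6 fractions apart in 2-cell embryos (0.8789 to 0.8804) and morulae (0.752 to 0.758), and fell at every step at the other 4 stages.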

Although considerable differences existed between the transcripts that were transcribed and those that were translated, the various PCAs confirmed the largely similar trajectories of translatome and transcriptome dynamics during the development transition from oocytes to blastocysts, with a major shift occurring at the crucial eight-cell stage (Fig. 1C).

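The number of genes that changed between consecutive stages was counted at an adjusted p-value below 0.05 and a fold change above 2. In the transcriptome, 2497 genes changed from GV to MII, 1748 from MII to 2-cell, 7314 from 2-cell to 8-cell, 2097 from 8-cell to morula and 3163 from morula to blastocyst. In the polysome pools, 784, 1244, 6759, 5293 and 2034 genes changed in the same 5 transitions.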

### Diverse modes of translational selectivity during bovine oocyte and preimplantation development

To delineate the relationship between translation and transcription during bovine oocyte and preimplantation development, we assessed the correlation of all the detected genes between the translatome and the transcriptome that had been generated from each of the six developmental stages. The F1-F2 fractions were excluded in order to allow us to focus on the translatome analysis (see Materials and Methods). Overall, we found considerable differences between polysome-occupied (F8-10) and monosome-occupied (F3-F5) mRNAs over the course of development (Fig. 2). 

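The association of each gene with the fractions was measured within a stage as Spearman's rho between log2(CPM + 1) and the fraction number over 16 libraries, F3 to F10 of both gradients. P-values were two-sided, from 100000 permutations of the fraction labels, and were adjusted over the genes with a mean CPM of at least 1 in the stage. At an adjusted p-value below 0.05, 2065 genes rose towards the polysomes and 2135 fell in GV oocytes, of 11673 tested. In MII oocytes 845 rose and 1449 fell, in 2-cell embryos 1248 and 1190, and in 8-cell embryos 762 and 1019. In morulae 99 rose and 73 fell of 11852 tested, and in blastocysts 719 and 203. CPM without TMM factors turned the balance in GV oocytes, to 2492 rising and 1682 falling genes, and gave 861 and 864 in 8-cell embryos. Fractions of one gradient that lie side by side shared deviations from the stage mean (mean r 0.130, from 0.0329 in blastocysts to 0.204 in GV oocytes), which the p-values do not take into account. The test was repeated with ranks taken within each gradient, which removes an offset between gradients but not these shared deviations. That test gave 1931 rising and 2005 falling genes in GV oocytes, 883 and 1426 in MII oocytes, 1245 and 1109 in 2-cell embryos, 724 and 1004 in 8-cell embryos, 162 and 134 in morulae, and 664 and 201 in blastocysts. The change that moved these numbers most was the use of 1 gradient alone: without gradient B, 0 genes passed in 2-cell and in 8-cell embryos, where 1707 and 2036 had an unadjusted p-value below 0.05, and in morulae 0 passed with either gradient alone (1528 and 1097 unadjusted).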

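Rising genes were placed in mode 1 when their mean transcriptome level was below their mean polysome level and in mode 2 otherwise, and falling genes in mode 4 when it was below their mean monosome level (F3 to F5) and in mode 3 otherwise. The paper's text does not name the boundary between the modes, so this rule was set before the data were examined, as were the tests and alternatives elsewhere unless stated. Modes 1 to 4 held 561, 1504, 241 and 1894 genes in GV oocytes, 475, 370, 508 and 941 in MII oocytes, and 1101, 147, 494 and 696 in 2-cell embryos. They held 334, 428, 47 and 972 genes in 8-cell embryos, 63, 36, 3 and 70 in morulae, and 594, 125, 79 and 124 in blastocysts. With ranks taken within each gradient, the numbers were 517, 1414, 227 and 1778 in GV oocytes, 543, 340, 491 and 935 in MII oocytes, and 1095, 150, 458 and 651 in 2-cell embryos. They were 324, 400, 61 and 943 in 8-cell embryos, 97, 65, 7 and 127 in morulae, and 560, 104, 76 and 125 in blastocysts. When hierarchical clustering set the boundary instead, mode 3 held 0 of the falling genes in GV oocytes, 8-cell embryos and morulae.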

We identified four modes of translational selectivity in each developmental stage: mode 1, selective translation of non-abundant mRNAs (Fig. 2, gold bar); mode 2, active, but modest translation of a selection of highly expressed mRNAs (Fig. 2, brown bar); mode 3, translationally suppressed abundant to moderately abundant mRNAs (Fig. 2, purple bar); and mode 4, mRNAs associated specifically with monosomes (Fig. 2, cyan bar). A complete list of genes (Fig. 2) from the four identified modes across bovine oocyte and preimplantation development are presented in Table S1, which should provide a valuable resource for others interested in translational regulation during bovine early embryo development.

Analysis of the functions of genes in mode 2 (active, but modest translation of a selection of highly expressed mRNAs) revealed a sequential progression of stage-specific gene networks. 

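Sets of genes written by hand were compared with each mode by Fisher's exact test (two-sided), against all genes tested for a trend at that stage and with adjustment over 8 sets, 4 modes and 6 stages. Mode 2 held 34 of 96 cell division genes in GV oocytes, where 12.4 were expected (odds ratio 3.77, adjusted p = 2.25e-07). In MII oocytes it held 13, where 3.02 were expected (odds ratio 4.96, adjusted p = 0.000109). In 8-cell embryos, mode 2 held 38 of 81 genes of cytosolic ribosomal proteins, where 2.74 were expected (odds ratio 27.6, adjusted p = 2.27e-32). Chaperone genes made up 3 of the 36 genes of mode 2 in morulae (0.228 expected, adjusted p = 0.0115) and 5 of the 125 in blastocysts (0.838 expected, adjusted p = 0.0115). Embryonic cleavage and cell-cell adhesion were not among the sets.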

Gene enrichments shifted from ‘cell division’, ‘chromosome organization’ and ‘mitotic nuclear division’ in oocytes (GV and MII stages), to ‘embryonic cleavage’ and ‘regulation of DNA replication’ in two-cell embryos, to ‘translation’ in eight-cell embryos, and finally to ‘cell-cell adhesion’ and ‘protein folding’ in the morula and blastocyst stages, when junctional complexes between cells become evident (Table 1).

**Table 1.**
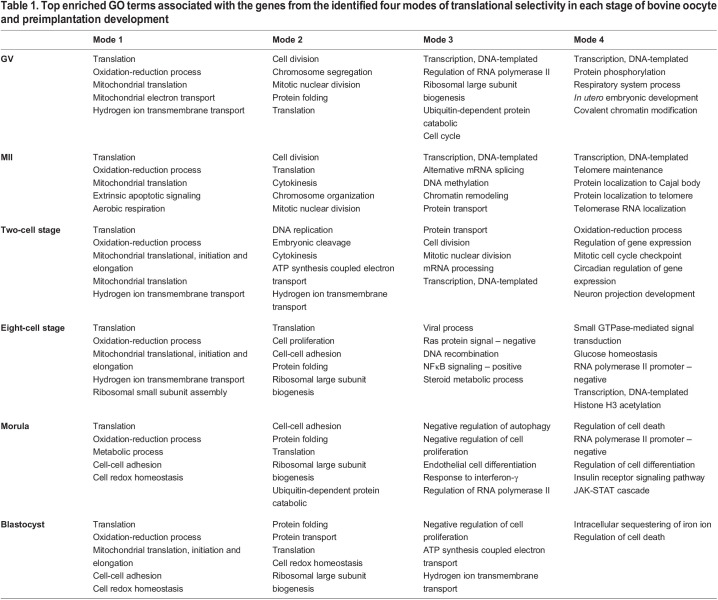
Top enriched GO terms associated with the genes from the identified four modes of translational selectivity in each stage of bovine oocyte and preimplantation development

Besides the gene groups that were highly expressed and actively translated, we identified a second class of genes, sometimes relatively large in number, which had a low abundance of transcripts; however, these transcripts appeared to be actively translated as they were occupied by polysomes (mode 1, selective translation of non-abundant mRNAs; Fig. 2). 

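Median transcriptome levels of mode 1 were below those of mode 2 at every stage. They were 26.9 and 107 CPM in GV oocytes, 10.2 and 307 in MII oocytes, 7.51 and 199.6 in 2-cell embryos, 95.8 and 346 in 8-cell embryos, 179.4 and 620.3 in morulae, and 41.8 and 68.2 in blastocysts. The boundary between the 2 modes favours this order, since a low transcriptome level against the polysome level places a gene in mode 1. The median transcriptome level of all genes tested lay between 12.2 CPM in MII oocytes and 18.5 CPM in blastocysts. Mode 1 lay below the median of its stage in MII oocytes and 2-cell embryos. It lay above that median in GV oocytes, 8-cell embryos, morulae and blastocysts, so it was not low against all genes tested there. The median polysome level of mode 1 was 67.9 CPM in GV oocytes, 152 in MII oocytes, 68.8 in 2-cell embryos, 303 in 8-cell embryos, 559 in morulae and 156 in blastocysts.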

The common dominant biological processes represented in this mode included ‘translation’, ‘oxidation-reduction process’ and ‘mitochondrial translation’; these functions were evident across all developmental stages (Table 1). 

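Mode 1 held more genes of oxidative phosphorylation encoded in the nucleus than expected at all 6 stages. There were 29 of 79 in GV oocytes (3.80 expected, odds ratio 12.1, adjusted p = 4.88e-17 by Fisher's exact test), 17 in MII oocytes (3.19 expected, adjusted p = 2.25e-07) and 32 in 2-cell embryos (7.46 expected, adjusted p = 4.74e-12). There were 26 in 8-cell embryos (2.14 expected, adjusted p = 6.56e-20), 5 in morulae (0.425 expected, adjusted p = 0.000584) and 25 in blastocysts (4.19 expected, adjusted p = 4.48e-12). Mitochondrial ribosomal proteins were in excess in mode 1 at the 2-cell stage (15 of 77, adjusted p = 0.0342), the 8-cell stage (13, adjusted p = 1.30e-06) and the blastocyst stage (17, adjusted p = 4.45e-06), and not at the other 3 stages. Cytosolic ribosomal proteins were in excess in mode 1 in GV oocytes (18 of 81, adjusted p = 5.68e-07), 2-cell embryos (16 of 80, adjusted p = 0.0217) and 8-cell embryos (34 of 81, adjusted p = 9.23e-31).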

Stage-specific programs included ‘hydrogen ion transmembrane transport’ and ‘apoptotic signaling’ from the oocyte to the eight-cell stage, and ‘cell-cell adhesion’ and ‘cell redox homeostasis’ at the morula and blastocyst stages (Table 1).

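Genes of mode 3 had median transcriptome levels of 29 CPM in GV oocytes, 48.0 in MII oocytes, 61.7 in 2-cell embryos, 20.5 in 8-cell embryos, 103 in morulae and 126 in blastocysts. The median transcriptome level of all genes tested was between 12.2 CPM in MII oocytes and 18.5 CPM in blastocysts. Median polysome levels of mode 3 were 4.24, 4.84, 10.1, 0.304, 6.84 and 15.9 CPM in the order of the stages. None of the 8 gene sets was in excess in mode 3 at any stage at an adjusted p-value below 0.05 (Fisher's exact test).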

The highly expressed but poorly translated transcripts (mode 3, translationally suppressed abundant to moderately abundant mRNAs; Fig. 2) were primarily involved in ‘transcription, DNA-templated’ and ‘RNA regulation’ in oocytes, ‘protein transport’ and ‘cell division’ at the two-cell stage, ‘viral process’ and ‘Ras protein signal transduction’ at the eight-cell stage, and ‘negative regulation of autophagy’ and ‘negative regulation of cell proliferation’ at the morula and blastocyst stages (Table 1).

We also identified mRNAs occupying monosomes (mode 4) from each developmental stage (Fig. 2). 

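Mode 4 was the largest of the 4 modes in GV oocytes, MII oocytes, 8-cell embryos and morulae, and mode 1 was the largest in 2-cell embryos and blastocysts. With CPM without TMM factors, mode 2 was the largest in GV oocytes (1677 genes against 1507 in mode 4), and with hierarchical clustering mode 3 was the largest in MII oocytes (980 against 469). The share of mode 4 among the genes with a trend was 45.1% in GV oocytes, 41% in MII oocytes, 28.5% in 2-cell embryos, 54.6% in 8-cell embryos, 40.7% in morulae and 13.4% in blastocysts. Median levels in F3 to F5 were 60.0, 62.4, 91.0, 164.9, 172.2 and 80.3 CPM in the order of the stages, against 22.3, 14.6, 37.7, 28.5, 29.1 and 18.0 CPM in F8 to F10.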

Gene Ontology (GO) analysis indicated significant gene enrichments related to ‘transcription, DNA-templated’ and ‘protein phosphorylation’ at the GV stage, ‘transcription, DNA-templated’ and ‘telomerase protein localization’ at MII, ‘oxidation-reduction process’ and ‘regulation of gene expression’ at the two-cell stage, ‘small GTP signal transduction’ and ‘glucose homeostasis’ at the eight-cell stage, ‘regulation of cell death’ and ‘cell differentiation’ at the morula stage, and ‘intracellular sequestering of iron ion’ and ‘regulation of cell death’ at the blastocyst stage (Table 1).

We then sought to understand how such modes of translational selectivity are established. First, we performed a genome-wide correlation between the transcripts that constituted the four different modes and certain characteristic mRNA features. These features included the presence of cytoplasmic polyadenylation elements (CPEs), known to be important for translational regulation (Piqué et al., 2008), and 3′ untranslated regions (UTR) and 5′ UTR lengths. We observed that the transcripts in mode 1 [highest translational efficiency (TE) of polysome/mRNA] had the lowest CPE number and density, whereas transcripts in mode 2 (moderate TE) and mode 3 (lowest TE) demonstrated a higher CPE number and density than those of mode 1 both before (Fig. S2A) and after the EGA stage (Fig. S2B). When the TE was compared with CPE number and density on all detected transcripts, we confirmed that these values were negatively correlated (Fig. S2C,D).

The decrease in TE in the progression from mode 1 to mode 4 was also accompanied by increased lengths of 3′ UTRs, but not of 5′ UTRs of the transcripts (Fig. S3A,B) across all stages, and, for all transcripts identified, TE was in general negatively correlated with 3′ UTR length and positively correlated with 5′ UTR length. It should be noted, however, that these correlations were quite weak (Fig. S2C,D). Taken together, these data reveal a role of CPEs, and possibly the lengths of the 3′ UTRs and 5′ UTRs for translational regulation in bovine early embryonic development.

Finally, we calculated the proportion of maternal or embryonic transcripts in each of the four modes across developmental stages. 

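A gene was called maternal when its transcriptome level in GV and in MII oocytes was higher than in 8-cell embryos, morulae and blastocysts, with an adjusted p-value below 0.05 and a fold change above 4 in all 6 comparisons, and embryonic when it was lower in all 6. Of 14612 genes, 992 were maternal and 977 embryonic. With the replicate letter in the model, the alternative that changed these most among those that keep all libraries, 690 and 707 genes were called, of which 675 and 694 were among the first calls. The thresholds are those of the paper's methods, whose text does not name whether transcriptomes or polysomes were compared.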

The proportion of maternal transcripts was high and that of embryonic transcripts low in all four modes in the early stages (GV through two-cell stage) of development (Fig. S4A,B). 

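From the GV to the 2-cell stage, maternal genes made up between 6.54% and 16.1% of each mode and embryonic genes between 1.82% and 6.42%. Among all genes tested for a trend in GV oocytes, 8.37% were maternal (977 genes; 95% Wilson interval 7.88 to 8.89) and 4.76% embryonic. The excess of maternal genes was largest in MII oocytes in mode 3, with 82 of 508 genes (odds ratio 2.21, adjusted p = 3.64e-08 by Fisher's exact test). Mode 1 did not differ from the other genes tested at any of these 3 stages, with adjusted p-values of 0.623, 0.0602 and 0.0526 for maternal genes.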

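At the 8-cell stage, 24.3% of the genes of mode 1 were embryonic (81 of 334; 95% Wilson interval 20.0 to 29.1), as were 17.1% of mode 2 (73 of 428; 13.8 to 20.9). Among all genes tested at that stage 7.21% were embryonic. The odds ratios were 4.43 (adjusted p = 6.06e-22, Fisher's exact test) and 2.79 (adjusted p = 3.49e-11). Mode 4 held 7 embryonic genes of 972. In blastocysts, 14.6% of mode 1 (87 of 594; adjusted p = 8.12e-07) were embryonic, against 8.31% of all genes tested. The shares of modes 2, 3 and 4 were 13.6, 15.2 and 13.7% (adjusted p = 0.0849, 0.0785 and 0.0849), so modes 1 and 2 did not stand out from the others at that stage. In morulae 9 of 63 genes of mode 1, 6 of 36 of mode 2 and 10 of 70 of mode 4 were embryonic, and none of these modes differed from the genes tested at an adjusted p-value below 0.05.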

At the eight-cell stage and thereafter, when transcription from the embryonic genome became much more active, the proportion of embryonic transcripts, as expected, rose markedly, especially in modes 1 and 2 at the eight-cell stage (Fig. S4B). The eight-cell stage was also distinguished by a high proportion of remaining maternal transcripts occupying monosomes (Fig. S4A). 

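Mode 4 held 191 maternal genes of 972 at the 8-cell stage, or 19.7% (95% Wilson interval 17.3 to 22.3), against 6.65% of all genes tested (odds ratio 4.15, adjusted p = 1.91e-44 by Fisher's exact test). Mode 1 held 0 maternal genes of 334 (upper bound of the interval 1.14%) and mode 2 held 3 of 428.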

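In morulae, 2 of the 70 genes of mode 4 were maternal (2.86%; 95% Wilson interval 0.787 to 9.83), and 0 of the 102 genes of the other 3 modes. In blastocysts, 15 of the 124 genes of mode 4 were maternal (12.1%; interval 7.47 to 19), against 4.99% of all genes tested (odds ratio 2.66, adjusted p = 0.00369 by Fisher's exact test). The morula intervals are wide because few genes passed the trend test at that stage.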

By the morula stage, maternal transcripts associated with ribosomes were rare; however, we observed a high proportion of monosome-bound maternal transcripts that persisted to the blastocyst stage (Fig. S4A).

Collectively, our analysis captured four modes of translational selectivity for transcripts during bovine oocyte and preimplantation development. In particular, the analysis revealed gene activities (modes 1 and 3) that could not be readily inferred from transcriptomic data alone.

### Translational control in bovine oocyte and preimplantation development

To gain insight into the broad translational regulation landscape across bovine oocyte and preimplantation development, we integrated the translatomes, i.e. transcripts associated with polysomes, with transcriptomes. The correlation between the translatome and the transcriptome was reasonably robust in GV and MII oocytes and in two-cell embryos, but appeared strongest in GV oocytes (Fig. 3A), in which transcription is silenced, with the oocytes relying largely on abundant maternally stored RNAs, which are translated for oocyte growth and for the oocyte maturation process (Schultz et al., 2018). 

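The translatome was compared with the transcriptome as Spearman's rho across genes, which are not independent replicates, between each F3 to F10 library and the mean of the 3 transcriptomes of its stage, and was averaged per gradient. Genes with a mean CPM of at least 1 at the stage were used, 11673 in GV oocytes.

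**Figure D2:**
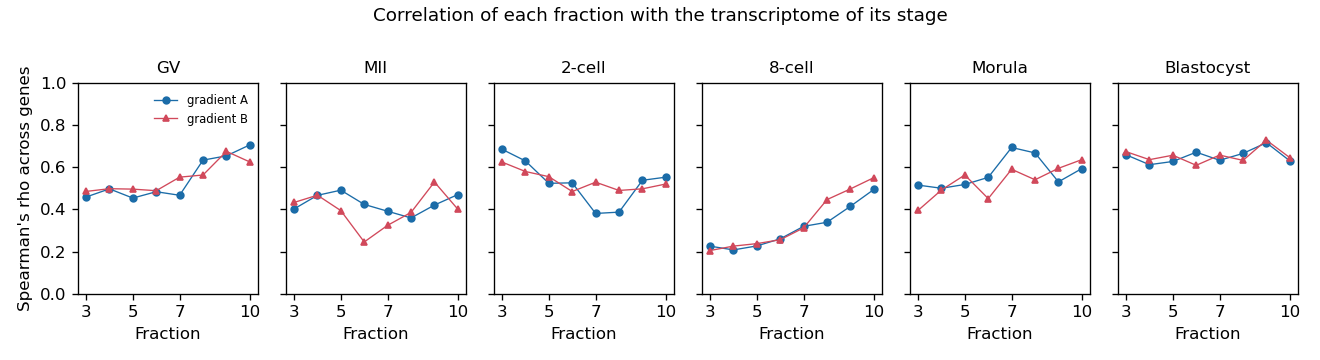
Spearman's rho across genes (y axis) between each library of F3 to F10 (x axis) and the mean transcriptome of its stage, for gradient A (circles) and gradient B (triangles), one panel per stage. In 8-cell embryos rho rises from the monosome to the polysome fractions, with means of 0.222 in F3 to F5 and 0.458 in F8 to F10.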

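The rho of the 2 gradients of MII oocytes lay below both GV gradients by more than the spread between gradients. By class of fraction, the mean rho in MII oocytes was 0.443 in F3 to F5 (6 libraries), 0.347 in F6 and F7 (4 libraries) and 0.428 in F8 to F10, and in GV oocytes it was 0.482, 0.499 and 0.644.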

Translatomic data correlated less well with the transcriptome in MII oocytes than in GV oocytes, in which there remains a reliance on maternal transcripts but with more selective translation from the embryonic genome, possibly in preparation for fertilization (Schultz et al., 2018). In contrast to the earlier stages, marked translational control was observed in eight-cell embryos (Fig. 3A). 

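In 8-cell embryos rho was 0.326 ± 0.0215 (SD, n = 2 gradients), the lowest of the 6 stages. The mean of the 2 8-cell gradients differed from that of the 10 other gradients by -0.213 (exact two-sided permutation test, p = 0.0152, the smallest that 66 splits allow). With genes of a mean CPM of at least 10 alone the difference was -0.181 (exact permutation p = 0.0606). With F8 to F10 alone, the alternative that moved it most, it was -0.109 (exact permutation p = 0.182), and MII oocytes rather than 8-cell embryos had the lowest rho.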

In other words, polysome occupancy poorly reflects the transcriptome, most likely because the eight-cell stage is when large-scale transcription of the embryonic genome is being initiated, but the newly synthesized mRNAs may not yet fully occupy the ribosomal machinery. 

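The low value of the 8-cell stage was carried by the lighter fractions: the mean rho was 0.222 ± 0.0126 (SD, 6 libraries) in F3 to F5, 0.287 ± 0.0335 (4 libraries) in F6 and F7 and 0.458 ± 0.0744 (6 libraries) in F8 to F10. From the low correlation at this stage, the paper proposes that transcription of the embryonic genome has begun on a large scale while the new mRNAs do not yet fully occupy the ribosomes.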

Of note, partial polysome-occupied mRNAs were selected to be translated immediately in the eight-cell embryo (Fig. 3A), suggesting that these genes are essential for the major EGA. 

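In morulae rho was 0.553 ± 0.0273 (SD, n = 2 gradients) and in blastocysts 0.654 ± 0.00220, the highest of the 6 stages. All 4 gradients of these stages lay above both 8-cell gradients, and 2 gradients against 2 cannot give an exact p-value below 0.05.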

Subsequent to the eight-cell stage, translation and transcription appear to gradually become more synchronized in morulae and particularly in blastocysts (Fig. 3A), suggesting that this burst of protein production and cell proliferation is necessary to prepare the blastocyst for impending events, such as divergence of the hypoblast and epiblast.

**Fig. 3.**
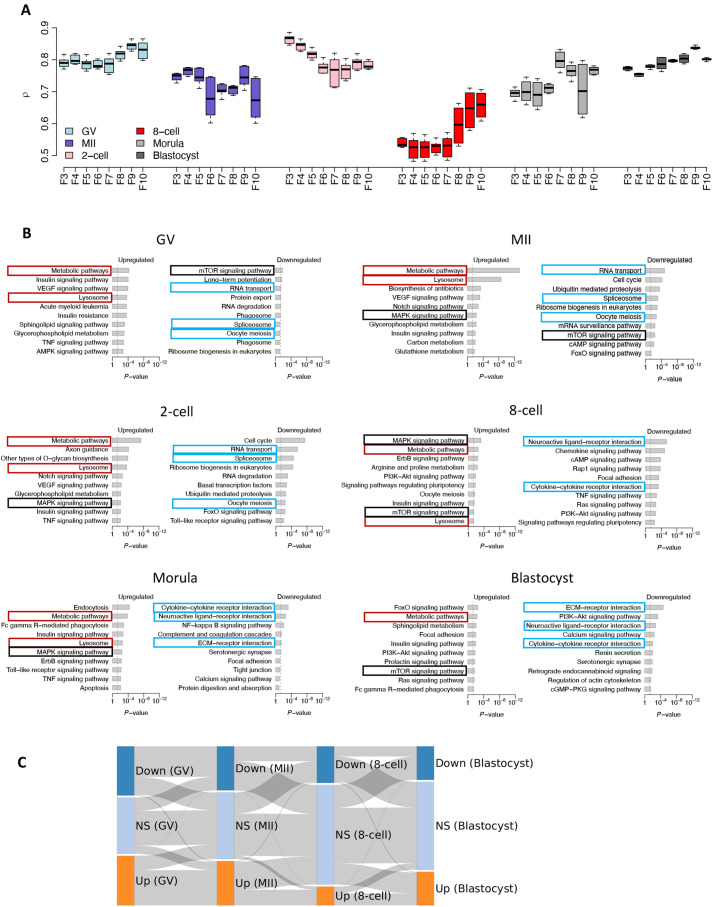
**Translational control in bovine oocyte and preimplantation embryo development.** (A) Translational control is summarized by the correlation analysis of the translatome (F3-F10) and the transcriptome at each developmental stage. Data show the mean±s.e.m. *n*=2. (B) KEGG pathway analysis of the differentially expressed genes between polysome-occupied mRNAs (F8-F10) and the transcriptome in bovine oocyte and preimplantation development. Red boxes highlight commonly upregulated pathways that are preferentially translated throughout bovine oocyte and preimplantation development. Cyan boxes highlight commonly downregulated pathways that are inactive or translated before (GV, MII and two-cell stage) or after (eight-cell, morula and blastocyst stage) major EGA stages. Black boxes highlight the most dynamic pathways that are translationally controlled throughout early development. Upregulated or downregulated pathways: FDR<0.05, FC>8; KEGG disease pathways are excluded. (C) Sankey diagram showing the upregulated and downregulated genes (FDR<0.05) between polysome-occupied mRNAs (F8-F10) and the transcriptome in each developmental stage. Down, downregulated; Up, upregulated; NS: not significantly regulated.

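Between the 2 polysome pools and the 3 transcriptomes of each stage, 3238 genes were higher and 2584 lower in polysomes in GV oocytes at an adjusted p-value below 0.05. The numbers were 4500 and 3908 in MII oocytes, 4250 and 3200 in 2-cell embryos, 4094 and 4535 in 8-cell embryos, 3871 and 3679 in morulae, and 2926 and 2934 in blastocysts. With a fold change above 8 as well, 1726 and 639 genes remained in GV oocytes, 3085 and 1888 in MII oocytes, 2434 and 1268 in 2-cell embryos, 2387 and 2633 in 8-cell embryos, 1774 and 1908 in morulae, and 972 and 1328 in blastocysts. The median log2 ratio of all genes was 0.18 in 2-cell embryos, -0.26 in 8-cell embryos and -0.08 in blastocysts, and 0 at the other stages. With DESeq2's size factors the median in 8-cell embryos was -0.51. A fold against a group with at most 3 counts in each library is taken against that floor and is a lower bound, and floors and intervals cover counting error only, since PCR reads without molecular identifiers are not independent molecules. In GV oocytes, the alternative that changed the numbers most was the use of F8, F9 and F10 as separate libraries, with 1330 higher and 971 lower genes. Among genes past the threshold in GV oocytes whose pools all lay beyond the transcriptomes, those with the largest fold changes were RNF223, HMCN2 and OPRL1, at least 37.8-fold, 31-fold and 25.2-fold higher in polysomes, and SNAPC5, EID1 and MCEE, at least 52.6-fold, 49.6-fold and 39.5-fold lower. In 8-cell embryos they were PADI3, CACNA1C and DENND1C, at least 72.3-fold, 56.9-fold and 56.3-fold higher, and COMMD10, OAS1X and UBR1, at least 577-fold, 472-fold and 444.6-fold lower.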

To explore previously undefined translational dynamics in bovine oocyte and preimplantation development, we examined the pathways inferred from upregulated and downregulated, polysome-associated transcripts compared with the transcriptome at each developmental stage using a stringent cutoff with false discovery rate (FDR)<0.05 and fold change (FC)>8 (Fig. 3B). Transcripts associated with the broad term ‘metabolic pathways’ and the narrower term ‘lysosome’ were upregulated and, therefore, these mRNAs appeared to be preferentially translated throughout bovine preimplantation development (Fig. 3B). ‘RNA transport’, ‘spliceosome’ and ‘oocyte meiosis’ were pathways that were generally downregulated before the major EGA stages (GV, MII and two-cell stage), whereas commonly downregulated pathways at or after the major EGA stages (eight-cell stage, morula and blastocyst) included various ligand-receptor interactions and extracellular matrix (ECM)-receptor interactions (Fig. 3B). 

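Gene sets were tested between polysomes and transcriptome with the camera test of limma, adjusted over 8 sets and 6 stages, and directions are given relative to the median of all genes. The 109 lysosomal genes in the model were higher in polysomes at 5 stages, with median log2 fold changes of 0.99 in GV oocytes (adjusted p = 0.00812), 1.86 in MII oocytes (adjusted p = 0.00621), 1.34 in 2-cell embryos, 1.45 in morulae and 1.15 in blastocysts. In 8-cell embryos the median was 0.76 (adjusted p = 0.0786). Mitochondrial ribosomal proteins were higher at 5 stages, from MII oocytes (median 1.33, adjusted p = 0.000784) to blastocysts (median 1.21, adjusted p = 7.13e-12), but not in GV oocytes (median -0.54, adjusted p = 0.110). Oxidative phosphorylation was higher in MII oocytes (median 1.67), 2-cell embryos, morulae and blastocysts. Spliceosome genes were lower in GV oocytes (median -0.95, adjusted p = 0.000204), MII oocytes (-1.11, adjusted p = 0.00621) and 2-cell embryos (-1.13, adjusted p = 0.00187), and not past the threshold from the 8-cell stage on. Against random sets of the same mean expression, the spliceosome median was outside the central 95% at 0 stages and the lysosome median at 6. Nuclear pore and RNA export genes were lower in 2-cell embryos alone (median -0.89, adjusted p = 0.0303). Cell division genes were lower at all 6 stages (adjusted p from 4.29e-06 to 0.0395) and chaperones at 5, all but blastocysts, and each of these 2 sets was below the central 95% of random sets at 5 stages. Cell division genes were also lower at 5 stages with no filter and at 5 with the replicate block, and oxidative phosphorylation was above the random sets at 3 stages. Mitochondrial ribosomal proteins were higher at 4 stages with the replicate block, and above the random sets at 3. Cytosolic ribosomal proteins were lower in GV oocytes (median -0.43, adjusted p = 0.00286) and higher in morulae and blastocysts, with 0 stages outside that range. No direction in these sentences flipped with DESeq2's size factors, with fractions scaled to the same total or without the genes of the mitochondrial genome. The whole of metabolism, oocyte meiosis and receptor interactions were not among the sets.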

Additionally, classical pathways, including those for mTOR and MAPK signaling, were the most dynamic pathways translationally controlled throughout early development (Fig. 3B).

The data also revealed that the same polysome-occupied mRNAs in GV oocytes were largely retained in MII oocytes and only lost their translational selectivity at the eight-cell stage and beyond (Fig. 3C), whereas the translationally suppressed mRNAs in GV oocytes were also essentially the same as the ones identified in MII oocytes and eight-cell stage embryos (Fig. 3C).

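Of the 3238 genes higher in polysomes than in the transcriptome in GV oocytes, 88.4% were higher in MII oocytes too, 88.1% in 2-cell embryos, 80.7% in 8-cell embryos, 76.0% in morulae and 53.2% in blastocysts. Of the 2584 lower genes, 82.5% were lower in MII oocytes, 76.5% in 2-cell embryos, 76.0% in 8-cell embryos, 66.5% in morulae and 47.3% in blastocysts. Among all genes, 30.8% were higher and 26.7% lower in MII oocytes. Of the higher GV genes 2.63% were lower in 8-cell embryos and 4.17% in blastocysts, and of the lower GV genes 1.35% and 6.54% were higher there. In all 6 stages, 1449 genes were higher and 845 lower. Of the 2694 genes higher in GV oocytes, MII oocytes and 2-cell embryos, 343 were not higher in 8-cell embryos.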

### A translational switch occurs during bovine major EGA

To identify the genes with distinct translational trends as development progressed, we attempted to correlate the polysome-occupied mRNAs with stage. This analysis confirmed the dramatic translatome shift associated with the major EGA stage in the eight-cell embryo (Fig. 4A, top panel). 

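The change of polysome level with stage was tested as a slope on the order of the 6 stages in the 12 polysome pools, with the quasi-likelihood test of edgeR. Of 14339 genes, 2507 rose and 2317 fell at an adjusted p-value below 0.05. The paper fitted a linear model to the libraries of F8, F9 and F10 with the fraction as a covariate, and that model gave 2672 rising and 4841 falling genes, the largest number of falling genes among the alternatives. Without gradient A 36 genes rose and without gradient B 6 rose, and 0 fell in either case, where 2027 and 1731 fell at an unadjusted p-value below 0.05.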

Until then, the upregulated polysome-occupied transcripts detected in the later developmental stages, i.e. the eight-cell, morula and blastocyst stages, were significantly enriched for processes associated with ‘translation’, ‘hydrogen ion transmembrane transport’, ‘cytoplasmic translation’, ‘ribosomal subunit assembly’ and ‘cell-cell adhesion’ (Fig. 4A, bottom panel), whereas pathway analysis revealed a significant enrichment for ‘ribosome assembly’ and ‘oxidative phosphorylation’ (Fig. 4A, bottom panel). 

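Of 82 genes of cytosolic ribosomal proteins, 80 rose across stages in polysomes, where 14.3 were expected from the share of rising genes (odds ratio 195, adjusted p = 6.61e-57 by Fisher's exact test). Oxidative phosphorylation had 65 rising genes of 82 (14.3 expected, odds ratio 18.5, adjusted p = 3.33e-33) and mitochondrial ribosomal proteins 35 of 77 (13.5 expected, odds ratio 3.97, adjusted p = 9.19e-08). Of the 5 transitions between stages, that from 2-cell to 8-cell had the largest median log2 fold change of cytosolic ribosomal proteins, 3.57 in polysomes and 3.93 in the transcriptome.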

The pathway analyses were also in agreement with these activities, especially in relation to energy metabolism. By contrast, the downregulated polysome-occupied transcripts from the later stages, i.e. those upregulated in oocytes and two-cell embryos, were associated with ‘cell division’, ‘mitotic nuclear division’ and ‘DNA repair’ (Fig. 4A, bottom panel), consistent with roles in oocyte maturation and the early cleavage stages. 

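Cell division genes were in excess among the genes that fell, with 33 of 99 where 16 were expected (odds ratio 2.62, adjusted p = 9.75e-05, Fisher's exact test), and 11 of the 99 rose (17.3 expected, adjusted p = 0.220). Nuclear pore and RNA export genes were not in excess among falling genes, with 8 of 39 (6.30 expected, adjusted p = 0.681). Spliceosome genes, 26 of 59, were among those that rose (10.3 expected, adjusted p = 9.57e-06). DNA repair and oocyte meiosis were not among the sets.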

The pathway analyses were also in agreement with these activities including ‘cell cycle’, ‘RNA transport’ and ‘oocyte meiosis’, especially in relation to oocyte maturation (Fig. 4A, bottom panel).

**Fig. 4.**
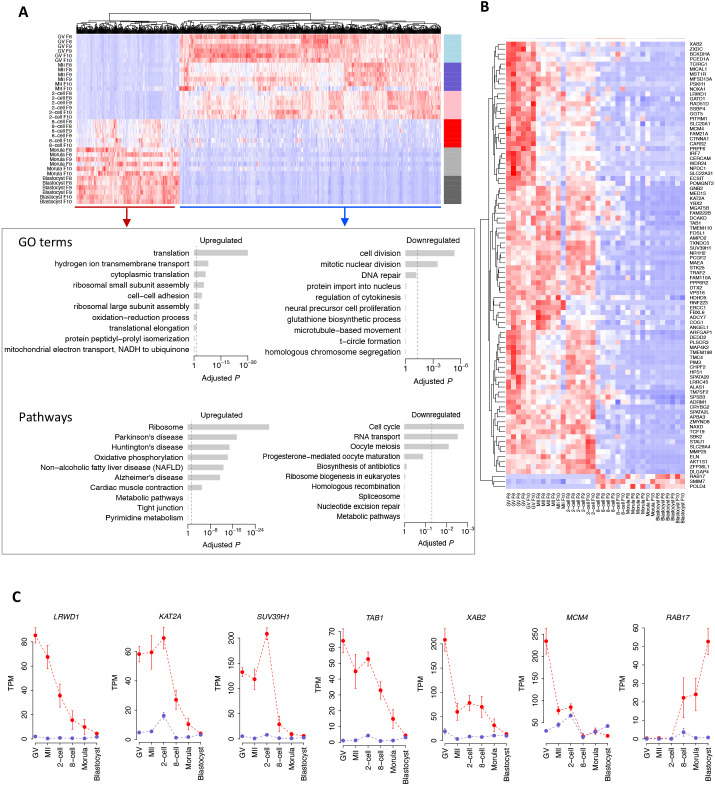
**A translational switch occurs during bovine major EGA.** (A) Heatmap (top panel) showing that the polysome-occupied mRNAs (F8-F10) are correlated with developmental progression. The color spectrum, ranging from red to white to blue, represents high to low levels of gene expression. Top enriched GO terms and KEGG pathways (bottom panel) associated with upregulated (i.e. upregulation in eight-cell, morula and blastocyst stages) or downregulated (i.e. upregulation in oocytes and two-cell embryos) polysome-occupied genes towards the developmental progression are presented. (B) Heatmap of 90 prioritized genes with the most dynamic translational selectivity across bovine oocyte and preimplantation development. The color spectrum, ranging from red to white to blue, represents high to low levels of gene expression. (C) Exemplary genes with distinct patterns between translation (red) and transcription (blue) in bovine oocyte and preimplantation development. Data show the mean±s.e.m. *n*=2 (translation), *n*=3 (transcription).

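The 90 genes were read from the figure, 87 shown as falling and 3 as rising across the stages. All 87 had a higher mean polysome level in GV oocytes to 2-cell embryos than later, where the later mean fell by a median of 2.28 on the log2 scale, and a negative slope (median -0.61 log2 units per stage, from -2.90 to -0.09). Of these, 62 fell at an adjusted p-value below 0.05 over all genes, and 73 with adjustment over the list alone, which is the paper's own selection on these data. The 3 rising genes all passed. Ranked by the p-value of the slope, 0 of the 90 genes with the smallest p-values and 14 of the first 1000 were in the list. The paper's text does not state how its 90 genes were ordered, so this rank may be an unlike measure.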

We then identified 90 genes that have the most dynamic translational selectivity across development (Fig. 4B), of which most are actively translated in the oocyte to the two-cell stage and downregulated thereafter. Among the top ranked downregulated, polysome-occupied transcripts across developmental stages were *LRWD1*, *KAT2A*, *SUV39H1*, *TAB1*, *XAB2* and *MCM4* (Fig. 4C), all of which have functions linked to chromatin state. 

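LRWD1, a subunit of the origin recognition complex, fell by 0.67 log2 units per stage in polysomes (standard error 0.121, adjusted p = 0.00146 by edgeR). Its level was 159 ± 20.1 CPM (SD, n = 2) in GV oocytes, 183 ± 6.56 in MII oocytes and 21.4 ± 5.23 in blastocysts, while its transcriptome level was 4.22 ± 1.48 CPM (SD, n = 3) in GV oocytes and 4.72 ± 0.204 in blastocysts. SUV39H1 fell by 0.83 per stage (adjusted p = 0.00325), from 298 ± 8.59 CPM in GV oocytes and 453 ± 11.1 in 2-cell embryos to 87.4 ± 47.6 in 8-cell embryos. The slopes of KAT2A, TAB1, XAB2 and MCM4 lay between -0.58 and -0.42, with adjusted p-values from 0.00532 to 0.0148. By adjusted p-value LRWD1 ranked 499 of all genes, SUV39H1 1072 and XAB2 2835. MCM4 did not fall steadily: its polysome level was 68.1 ± 20.1 CPM in 8-cell embryos and 166 ± 6.43 in morulae.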

For example, *LRWD1* is a subunit of the origin recognition complex and plays a role in heterochromatin organization and cell cycle control (Bartke et al., 2010; Hsu et al., 2020; Wang et al., 2018a, 2017). *KAT2A* (also known as *GCN5*) is a histone acetyltransferase, whereas *SUV39H1* is a histone methyltransferase that trimethylates lysine 9 of histone H3 and plays pivotal roles in sculpting the epigenetic landscape through chromatin modification (Haque et al., 2021; Morgan and Shilatifard, 2020). Given that a hallmark feature of a competent oocyte is chromatin condensation, the surprisingly highly selective translation of these genes in oocytes (both GV and MII) and the likely role of the translated proteins in maintaining the repressive heterochromatic state suggest that, in combination, these genes may have important functions in the epigenetic control of bovine oocyte competence. *SUV39H1* and *TAB1* (Fig. 4C) have previously been shown to have essential roles in the maternal to zygotic transition (Yang et al., 2017; Zhou et al., 2021) and bovine preimplantation development (Jafarpour et al., 2020; Zhang et al., 2016, 2018), respectively. In contrast, the top-ranked upregulated polysome-occupied transcripts across developmental stages are those of *RAB17* (Fig. 4C). 

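RAB17 rose by 1.94 log2 units per stage in polysomes (standard error 0.407, adjusted p = 0.00325 by edgeR) and ranked 1077 by adjusted p-value among all genes.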

RAB17 belongs to a subfamily of small GTPases and plays an important role in the regulation of membrane trafficking (Lütcke et al., 1993). 

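The polysome level of RAB17 was 0.359 ± 0.323 CPM (SD, n = 2) in GV oocytes and 0 in 2-cell embryos, then 32.8 ± 11.9 in 8-cell embryos, 52.3 ± 17 in morulae and 158 ± 36.4 in blastocysts. In the transcriptome, RAB17 was highest in 8-cell embryos, at 4.70 ± 4.61 CPM (SD, n = 3), with 9.98 CPM in replicate A against 2.60 and 1.51 CPM in B and C, and was 1.40 ± 0.343 CPM in blastocysts.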

The translation of *RAB17*, which begins after the major EGA, is especially high at the blastocyst stage when the trophectoderm lineage emerges and the blastocoel cavity forms. 

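SMIM7 rose by 0.69 log2 units per stage (standard error 0.123, adjusted p = 0.00147 by edgeR), from 38.0 ± 7.30 CPM (SD, n = 2) in GV oocytes to 297 ± 19.6 in blastocysts. POLD4 rose by 1.85 (standard error 0.553, adjusted p = 0.0195) and was at 0 CPM in MII oocytes and 2-cell embryos, 12.9 ± 3.49 in 8-cell embryos and 29.4 ± 1.88 in blastocysts. In morulae the gradients differed widely for POLD4, with 49.3 CPM in A and 6.30 in B. The transcriptome level of both genes was highest in 8-cell embryos.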

Two other transcripts with similar dynamics to those of *RAB17* are *SMIM7* and *POLD4* (Fig. 4B), which encode a small integral membrane protein and a DNA polymerase subunit, respectively. However, neither appears to have anything in common with each other or with *RAB17*. Their specific functions in bovine preimplantation development are unknown.

### Genes showing discordance between transcription and translation

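Fold changes between consecutive stages were compared between polysome pools and transcriptome across 14612 genes, which are not independent replicates. Spearman's rho was 0.0673 from GV to MII, 0.352 from MII to 2-cell, 0.659 from 2-cell to 8-cell, 0.452 from 8-cell to morula and 0.232 from morula to blastocyst. With a model of the compared groups alone, the alternative that moved rho most in the last 4 transitions, the values there were 0.47, 0.751, 0.547 and 0.302. From GV to MII, leaving out a transcriptome moved it most, between 0.0585 and 0.0746. Genes with a lower transcript and a higher polysome level (adjusted p-value below 0.05 and fold change above 2 in both) numbered 76, 5, 12, 41 and 39 in the 5 transitions. Genes with a higher transcript and a lower polysome level numbered 15, 4, 124, 14 and 50. Changes in the same direction were more frequent from 2-cell to 8-cell, where 2367 genes rose and 1984 fell in both.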

We next analyzed the genes that showed contrasting trends in transcription versus translation (FDR<0.05 and FC>2) between stages during development from the oocyte to blastocyst (Fig. 5A). Genes that had decreased transcription but an upregulation of translation are represented by gold dots, whereas genes with increased transcription but decreased translation are in blue (Fig. 5A). A total of 103 genes showed a decrease in transcript number and at the same time had increased expression in the transition from GV oocyte to the MII stage (Table S2). 

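The number of genes with a lower transcript and a higher polysome level from GV to MII was 76 with the quasi-likelihood test and 95 with the likelihood ratio test. The largest alternative value was 100, with DESeq2, and 67 of these were among the 76. With 1 transcriptome replicate left out at every stage it was between 21 and 32, and with a model of the compared groups alone it was 0, since 0 genes changed in polysomes (2426 at an unadjusted p-value below 0.05). Among the genes named by a rule set beforehand, PMF1 rose from 72.8 ± 1.74 to 317 ± 167 CPM in polysomes (SD, n = 2; log2 fold change 2.16, standard error 0.369, adjusted p = 0.00102 by edgeR) and fell from 65.2 ± 16.4 to 11.0 ± 2.40 CPM in the transcriptome (SD, n = 3; log2 fold change -2.46, adjusted p = 2.19e-06). LENG1, MEAK7, HSD11B1L and DHRS11 had polysome log2 fold changes of 1.63, 2.61, 2.78 and 1.59 and transcriptome log2 fold changes of -3.04, -2.03, -1.62 and -2.77.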

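Of the 76 genes with a lower transcript and a higher polysome level, 8 encode mitochondrial ribosomal proteins, where 0.40 were expected (odds ratio 24.7, adjusted p = 6.18e-08 by Fisher's exact test). They were MRPL11, MRPL37, MRPL48, MRPL51, MRPS11, MRPS18B, MRPS34 and MRPS7. Another 4 were genes of oxidative phosphorylation (0.421 expected, odds ratio 10.4, adjusted p = 0.00266). Over all 77 mitochondrial ribosomal proteins, the median log2 fold change from GV to MII was 0.29 in polysomes (camera, adjusted p = 0.00423) and -1.10 in the transcriptome (adjusted p = 4.72e-17). From these annotations, the paper proposes that oocyte maturation needs a surge in the making of mitochondrial components.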

Annotation of these genes revealed significant enrichment of ‘mitochondrial translational initiation’ and ‘translational elongation’ (Fig. 5B). These findings suggest that oocyte maturation requires a surge in the biosynthesis of mitochondrial components, which is consistent with the reported rise in aerobic metabolism accompanying oocyte maturation and gain of oocyte competence (Wang et al., 2018b; Zhang et al., 2019a,b). By contrast, 65 genes had increased transcription but decreased translation (blue dots) during the two-cell stage and eight-cell stage transition (Table S3). However, conventional annotation analysis of these genes was not particularly informative (Fig. 5B), although it must be assumed that some of these gene products play key roles in preparation for the major EGA occurring at the culmination of this transition.

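From 2-cell to 8-cell, 124 genes had a higher transcript and a lower polysome level. The number was 201 with the likelihood ratio test and 182 with DESeq2. It was 71 without 8-cell transcriptome A, an alternative chosen after the data were seen, and between 14 and 25 with 1 transcriptome replicate left out at every stage. Of the genes chosen by the same rule, MAGED4B fell from 3.42 ± 0.427 to 0 CPM in polysomes (SD, n = 2; at least 31.2-fold lower, adjusted p = 0.00365 by edgeR) and rose from 0.620 ± 0.458 to 16.6 ± 14.5 CPM in the transcriptome (SD, n = 3; log2 fold change 4.86, adjusted p = 0.00703). HS6ST2, RASSF4, SLC2A13 and BEST1 had at most 0.758 CPM in polysomes at the 2-cell stage and 0 at the 8-cell stage, and their transcriptome levels rose from at most 0.0260 to between 0.949 and 8.56 CPM. Their 2-cell polysome levels were 0.367 ± 0.519, 0.758 ± 1.07, 0.367 ± 0.519 and 0.529 ± 0.556 CPM (SD, n = 2). Each SD was above its mean, so the 2 pools did not show these levels alike. None of the 8 gene sets was in excess among the 124 genes (Fisher's exact test, lowest adjusted p = 0.420).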

**Fig. 5.**
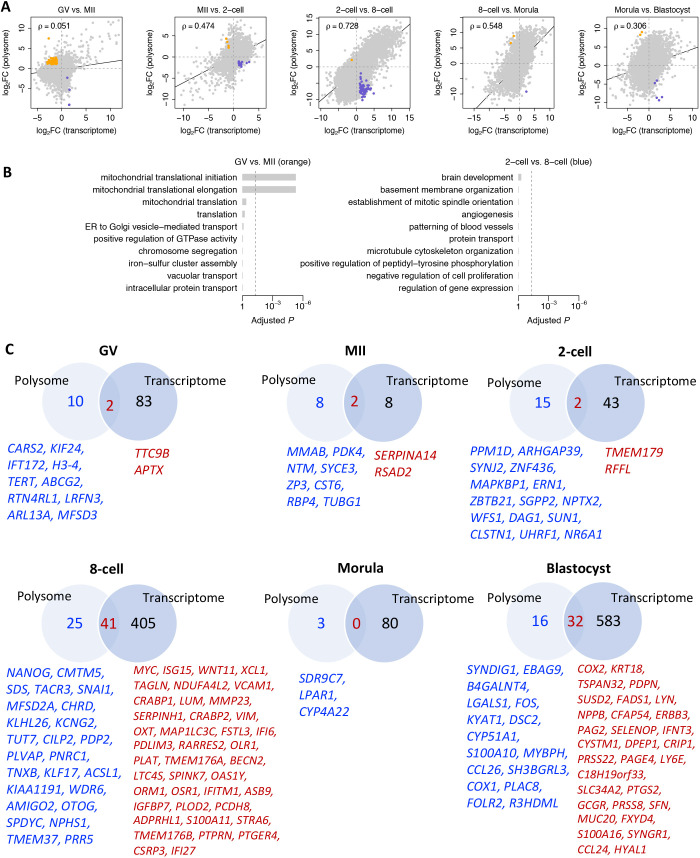
**Genes showing discordance between transcription and translation.** (A) Differential gene expression analysis between polysome-occupied mRNAs and the transcriptome in each developmental transition during bovine oocyte and preimplantation development. Gold dots represent genes that have decreased transcription but upregulation of translation in each developmental transition (FDR<0.05 and FC>2). Blue dots represent genes that have increased transcription but decreased translation in each developmental transition (FDR<0.05 and FC>2). ρ indicates Spearman correlation coefficient and the black line indicates regression. (B) The GO terms associated with the genes with decreased expression and upregulated translation in MII compared with those of genes in GV oocytes (left), and the GO terms associated with the genes with increased transcription and decreased translation during the two-cell stage and eight-cell stage transition. (C) Venn diagram showing the genes that are specifically and highly translated or transcribed in one particular stage across bovine oocyte and preimplantation development. The highly translated genes (blue) and the highly translated and most abundant genes (red) specific to each development stage are listed.

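Fig. 5C lists 155 genes that were found in the data, 77 as translated only and 78 as both translated and transcribed at one stage. All 155 had their highest mean polysome level at the stage named, where 25.8 would by chance, and 154 had both polysome pools above every pool of the other stages. The mean transcriptome level was highest at the named stage for 135 genes, among them all 78 listed as both. With F3 to F10 in place of F8 to F10, 153 genes were highest at the stage named. The figure was made from these data, so the counts describe the list and do not test it.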

We also identified several genes that are highly translated and transcribed at one particular stage of development but have low expression at other stages (Fig. 5C), suggesting that they likely have a specific regulatory function associated with that particular transition. We used the bovine embryo proteome data that had been acquired by nanoliquid chromatography coupled with tandem mass spectrometry (Banliat et al., 2022). 

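SERPINH1 reached 469 ± 326 CPM (SD, n = 2) in polysomes of 8-cell embryos, from 1.01 ± 1.26 in 2-cell embryos (log2 fold change 8.80, adjusted p = 3.17e-05 by edgeR), and TUT7 reached 159 ± 33.2 from 5.27 ± 3.10 (4.86, adjusted p = 4.34e-06). PLAT had 424 ± 143 CPM (4.27, adjusted p = 0.00830), TAGLN 178.8 ± 96.2 (7.16, adjusted p = 0.00594) and ORM1 14 ± 6.42, at least 146-fold higher than in 2-cell embryos (adjusted p = 0.00174). In the transcriptome of 8-cell embryos TUT7 had 1166 ± 353 CPM (SD, n = 3), and all 5 genes were highest at that stage in both kinds of library. For 4 of the 5 genes the transcriptome mean rested largely on replicate A: PLAT had 904 CPM in A against 238 and 201 in B and C, TAGLN 334 against 84.3 and 52.3, SERPINH1 40.4 against 8.33 and 13.3, and ORM1 33.6 against 0.781 and 8.14. In morulae ORM1 was at 0 CPM in polysomes and PLAT at 0 CPM in the transcriptome.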

Transcripts for five genes (*ORM1*, *PLAT*, *SERPINH1*, *TAGLN* and *TUT7*) encoding proteins found to be abundant in eight-cell embryos were also highly expressed at this stage of development (Fig. S5). 

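In polysomes, CARS2 was highest in GV oocytes, at 845 ± 70.7 CPM (SD, n = 2). CST6, MMAB, TUBG1 and ZP3 were highest in MII oocytes, at 246 ± 87.8, 684 ± 153, 3676 ± 647 and 37917 ± 18217 CPM. DAG1, SUN1, UHRF1 and WFS1 were highest in 2-cell embryos, at 264 ± 18.8, 382 ± 4.31, 1228 ± 162 and 137 ± 10.3 CPM. In the transcriptome, MMAB and ZP3 were highest in GV oocytes and WFS1 in blastocysts, and the other 6 genes at the same stage as in polysomes.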

Several other genes with stage-specific expression as assessed by the number of polysome-bound transcripts (*CARS2*, *CST6*, *DAG1*, *MMAB*, *SUN1*, *TUBG1*, *UHRF1*, *WFS1* and *ZP3*) were also validated by their protein expression (Fig. S5). Finally, the well-known pluripotency genes *NANOG*, *KLF17* and *MYC* and the interferon-response gene *ISG15* were highly translated and transcribed at the eight-cell stage but much less so elsewhere. 

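NANOG was at 0 CPM in 2-cell polysomes and at 142 ± 31.8 CPM (SD, n = 2) in 8-cell polysomes, at least 1476-fold higher (adjusted p = 1.55e-06 by edgeR), and at 12.5 ± 4.20 in morulae (log2 fold change -3.58, adjusted p = 0.00656). KLF17 rose from 2.59 ± 2.51 to 508 ± 151 CPM (log2 fold change 7.56, adjusted p = 3.31e-06) and was 75.8 ± 32.1 in morulae. MYC rose from 0 to 32.3 ± 11.6 CPM (at least 335-fold, adjusted p = 2.50e-05) and ISG15 from 1.12 ± 0.411 to 411 ± 81.6 (log2 fold change 8.45, adjusted p = 3.17e-05). In the transcriptome of 8-cell embryos the means were 175 ± 52.9 CPM (SD, n = 3) for NANOG, 283 ± 104 for KLF17, 14.7 ± 2.94 for MYC and 124 ± 14.3 for ISG15. From the 8-cell stage to the morula stage, the fall in the transcriptome passed the threshold for ISG15 (log2 fold change -6.87, adjusted p = 0.000114) and not for NANOG (-1.71, adjusted p = 0.118), KLF17 (-1.32, adjusted p = 0.175) or MYC (-2.59, adjusted p = 0.0776). With a model of the compared groups alone, the falls of these 3 genes passed it too, so this result depends on the model. ISG15 was not at the floor in MII oocytes, with 27.7 ± 21 CPM in polysomes and 27.2 ± 23.2 in the transcriptome.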

Again, the major EGA stage appears to be one that is particularly dynamic with regard to changes in gene expression.

## DISCUSSION

Early embryonic loss greatly affects fertility of both humans and agriculturally important animals such as cattle, yet the underlying causes are for the most part unknown. A characterization of the molecular events accompanying the maturation of the oocyte, fertilization and the early cleavage stages of embryonic development may provide some insight into what can potentially go wrong in the pregnancies that fail in these early stages. Omics technologies have enabled in-depth analysis of molecular mechanisms of bovine preimplantation development including a catalog of the transcripts (Graf et al., 2014; Jiang et al., 2014; Kues et al., 2008; Misirlioglu et al., 2006; Xie et al., 2010) and proteins (Banliat et al., 2021, 2022; Demant et al., 2015; Deutsch et al., 2014; Marei et al., 2019) present; the state of the epigenome, for example, DNA methylation status (Duan et al., 2019; Jiang et al., 2018); chromatin dynamics (Halstead et al., 2020; Ming et al., 2021); histone modifications (Lu et al., 2021); and the expression of small RNAs (Cuthbert et al., 2021; Cuthbert et al., 2019). However, the mRNA translation landscape and particularly the translational controls operating on specific mRNAs in oocytes and embryos remain largely unstudied. Here, we have developed a low-input, high-resolution, ribosome-profiling approach and provided a genome-wide characterization of the important but often overlooked translational regulation process. The datasets, particularly when mined in further detail and integrated with epigenome information, are expected to greatly expand our understanding of the gene regulation mechanisms governing bovine embryonic development. Perhaps most importantly, significant discordance was frequently observed to exist between the linked processes of translation and transcription at each developmental stage of bovine early development, highlighting the importance of evaluating the translatome in addition to the more accessible transcriptome. Our study represents the first insights into mRNA translational dynamics and a comparison of the transcriptome with polysome- and non-polysome-bound mRNA profiles during mammalian oocyte and preimplantation development. In this regard, the bovine is recognized as a highly informative model for human embryo development (Daigneault et al., 2018; Halstead et al., 2020; Jiang et al., 2014; Rossant, 2011), on which such experiments are profoundly more difficult to conduct.

Our study was able to capture four diverse, although somewhat empirical, modes of translational selectivity for transcripts. In particular, mode 1 (selective translation of non-abundant mRNAs) and mode 3 (translational suppression of abundant to moderately abundant mRNAs) provide information that could not be inferred by transcriptome analysis alone. The mRNAs in mode 1 provide a database for transcripts that are prioritized for translation relative to more abundant transcripts at each of the six stages of bovine preimplantation development examined. The identification of so many translationally suppressed, abundant to moderately abundant, transcribed genes, i.e. mode 3 genes, was somewhat surprising. The transcripts of these genes were largely absent from the polysome fractions, were most abundant in the oocyte and two-cell stages, and diminished in number thereafter. A more detailed informatics analysis of these transcripts and an even more comprehensive time-course analysis seems warranted. One possibility is that the proteins encoded by these transcripts may be extremely stable or particularly efficient in their roles, so that low amounts of protein relative to mRNA are required for early development. Clearly, any interpretation of the roles of the genes within either of these groups based solely on the levels of their transcripts is bound to be incomplete. In conclusion, our study reveals unanticipated translational selectivity mechanisms operating on numerous genes across the genome. It identifies potentially important candidate regulators in embryonic programming that most likely have been overlooked in prior studies.

The analysis of genes in mode 2 (active, but modest translation of a selection of highly expressed mRNAs), i.e. those that would likely predominate in a bulk transcriptomic analysis, revealed a sequential progression of stage-specific gene networks accompanying development. The data are largely consistent with the sequential changes revealed in our previous analysis of co-expressed genes in bovine oocyte and preimplantation embryo transcriptomes (Jiang et al., 2014), but again reveal how transcriptomic data alone can be misleading and might overestimate the contribution of specific gene products to development. The transcripts that comprise mode 4 contribute weakly to the transcriptome except at the MII oocyte stage (Fig. 2), but appear to associate largely with monosomes and not be actively translated at the stages examined. Perhaps this association provides a mechanism wherein excess transcripts are not always translated but remain poised for future active translation. In other words, mode 4 mRNAs associated specifically with monosomes may constitute a novel but temporary storage state for transcripts.

Our analysis attempted to find whether there were genome-wide correlations between translational efficiency, which, for example, appears to be high in mode 1 genes and low in mode 3 and 4 genes, and certain transcript features. Consistent with the findings in mouse oocytes and embryos (Luong et al., 2020; Xiong et al., 2022), a high CPE density and length of 3′ UTR correlated with low TE. A complete annotation of the bovine functional genome will likely provide more insights into how such modes of translational selectivity are established.

The data also show that there are consistent translational similarities between the GV oocyte, the MII oocyte and the two-cell stage (Fig. 3A,C), but that there is a major translational perturbance evident at the eight-cell stage (Fig. 1B, Fig. 3A, Fig. 4A; Fig. S4), when the embryonic genome begins to contribute in a major way to the transcriptome. The transcripts identified in these early stages, i.e. GV oocyte to two-cell embryo were, as expected, mainly of maternal origin (Fig. S4A,B), but still fell within the four modes with different levels of TE. Prior to the eight-cell stage and also subsequently at the morula and blastocyst stages, translational dynamics were broadly correlated with the transcriptome. There was, however, a minor amount of transcriptional activity involving the embryonic genome at the two-cell stage that was reported (Graf et al., 2014; Jiang et al., 2014), and this appeared to correlate with high monosome occupancy by mRNA (Fig. 1C, Fig. 3A). The implications of this observation are unclear.

Transcripts encoding proteins involved in mitochondrial function, including ‘oxidation-reduction’, ‘electron transport chain’ and ‘mitochondrial translational initiation and elongation’, although not necessarily abundant, are efficiently selected for translation at all stages of development (Table 1), reflecting the essential role of mitochondria in generating energy to support oocyte and embryo development (Fragouli and Wells, 2015). Transcripts encoding enzymes involved in a wide array of metabolic pathways are also preferentially translated at all stages, again not an unsurprising observation (Botros et al., 2008; Bracewell-Milnes et al., 2017; Krisher and Prather, 2012; Nel-Themaat and Nagy, 2011; Redel et al., 2012; Singh and Sinclair, 2007; Vander Heiden et al., 2009). Why these mRNAs are so efficiently handled by the protein synthesis machinery remains unclear. However, a deeper understanding of the metabolic networks operating during these stages might facilitate the improvement of medium formulations for *in vitro* oocyte maturation and embryo culture, and allow the development of biomarker assays for assessing oocyte and embryo competence.

It should be recognized that the oocytes and embryos used in this study are products of *in vitro* protocols. Neither oocyte maturation nor embryo development occur as efficiently under these conditions as they do *in vivo*, although new formulations are constantly being tested to improve the procedures. There is concern, therefore, that *in vitro* procedures not only contribute to some degree of developmental failure (Zhu et al., 2021), but also cause alterations in the transcriptome (Gad et al., 2012; Kepkova et al., 2011; Rabaglino et al., 2021) and the translatome. Thus, the translational dynamic trajectory observed here *in vitro* might be somewhat different from that occurring *in vivo*. Nonetheless, *in vitro* fertilization and embryo *in vitro* culture are widely used in livestock species and in human *in vitro* fertilization programs. In particular, transfer of *in vitro*-produced bovine embryos is a successful commercial practice in the cattle industry and has already surpassed the numbers of pregnancies achieved from *in vivo*-derived embryo transfers (www.iets.org). Therefore, the data obtained from the standard *in vitro* system used in the present paper has direct relevance to current practice in the clinic and on the farm. Although not currently feasible because of cost considerations relating to the numbers of oocytes and embryos required, a comprehensive comparison of translational dynamics of *in vitro* embryos with their *in vivo* counterparts might be of considerable interest.

Several new methods, including Ribo-STAMP (Brannan et al., 2021), LiRibo-seq (Zhang et al., 2022), scRibo-seq (VanInsberghe et al., 2021), imaging-based SunTag (Dufourt et al., 2021) and RNA-fluorescence *in situ* hybridization and the puromycilation proximity ligation assay (RNA-puro-PLA) (Jansova et al., 2021), have recently opened avenues for understanding translational regulation with unprecedented cellular resolution. The main advantage of SunTag and RNA-puro-PLA, in particular, is to permit the localization and dynamics of mRNA translation to be observed at a single-molecule resolution. The development of the optimized SSP-profiling protocol described in the present study has enabled the characterization of the translational status of mRNAs bound to different kinds of ribosomes (free subunits, monosomes and polysomes) to be studied and has provided a more comprehensive picture of translational control during bovine early development than ever achieved previously. Combined with highly sensitive, high-throughput mass spectrometry to permit full proteomics analyses (Budnik et al., 2018; Gao et al., 2017), our technology should be capable of providing detailed insights into the relative contributions of transcription, translation and protein stability to the amounts of individual proteins in the developing embryo, as well as into detailed regulatory mechanisms at play.

In summary, our study has revealed a previously unappreciated level of complexity in genome-wide translational selectivity mechanisms associated with oocyte maturation and embryo development. In particular, the selective translation of non-abundant mRNAs for vital metabolic purposes throughout development, the stage-specific translational suppression of abundant to moderately abundant mRNAs, and the range of mRNAs associated with monosomes were particularly striking observations. Our work has filled a significant knowledge gap in the study of translational regulation over a period of rapid developmental change and provided an extensive database that can be mined for more detailed insights into bovine oocyte and preimplantation development.

## MATERIALS AND METHODS

### Bovine oocytes and *in vitro* embryo production

Germinal vesicle stage oocytes (GV oocytes) were collected as cumulus-oocyte complexes from follicles of 3-5 mm in diameter aspirated from slaughterhouse *Bos taurus* ovaries. BO-IVM medium (IVF Bioscience) was used for oocyte *in vitro* maturation. Maturation was conducted in four-well dishes for 22-23 h at 38.5°C with 6% CO_2_ to collect MII oocytes. Cumulus cells were completely removed and maturation was confirmed by light microscopy examination. Cryopreserved semen from a Holstein bull with proven fertility was diluted with BO-SemenPrep medium (IVF Bioscience) and added to drops containing cumulus-oocyte complexes (COCs) with a final concentration of 2×10^6^ spermatozoa/ml. Gametes were co-incubated in 6% CO_2_ in air at 38.5°C for 18 h. Embryos were then washed and cultured in BO-IVC medium (IVF Bioscience) at 38.5°C with 6% CO_2_. Different developmental stage embryos (two-cell, eight-cell, morula and blastocyst) were then evaluated under light microscopy and only Grade 1 embryos by the standards of the International Embryo Technology Society (https://www.iets.org) were selected for further study. Prior to oocyte and embryo collection, 100 μg/ml of cycloheximide (Sigma-Aldrich) was added into the culture for 10 min to stabilize and halt ribosomes on transcripts. Oocytes and embryos were then washed with D-PBS (Thermo Fisher Scientific) containing 1 mg/ml polyvinylpyrrolidone (Sigma-Aldrich) (PBS-PVP) and transferred into 50 μl droplets of 0.1% protease (QIAGEN) to remove the zona pellucida. Oocytes and embryos were rinsed three times in PBS-PVP and confirmed to be free of contaminating cells, and then snap frozen in minimal medium and stored at −80°C until polysome fractionation.

### Isolation of ribosome-bound mRNA

Approximately 100 oocytes (GV or MII oocyte) or embryos at different developmental stages (two-cell, eight-cell, morula and blastocyst) were combined with lysis buffer containing 10 mM HEPES (pH 7.5), 5 mM KCl, 5 mM MgCl_2_, 2 mM dithiothreitol, 1% Triton X-100, 100 μg/ml cycloheximide, complete EDTA-free protease inhibitor (Roche) and 40 U/ml RNase inhibitor (RNase-OUT, Invitrogen). Oocytes and embryos were disrupted by zirconium silica beads (Sigma-Aldrich) in the mixer mill apparatus MM301 (shake frequency 30, total time 45 s, Retsch). Lysates were cleaned by centrifugation in 10,000 ***g*** for 5 min at 4°C and the supernatants were loaded into 10-40% linear sucrose gradients containing 10 mM HEPES (pH 7.5), 100 mM KCl, 5 mM MgCl_2_, 2 mM dithiothreitol, 100 μg/ml cycloheximide, complete EDTA-free protease inhibitor and 5 U/ml RNase inhibitor. Ultracentrifugation was carried out with a SW55Ti rotor and Optima L-90 ultracentrifuge (Beckman Coulter) at 45,000 RPM (246,078 ***g***). Ribosome profiles were recorded by ISCO UV absorbance reader (Teledyne, ISCO). The overall quality of ribosome fractionation experiments was monitored by parallel analysis of a HEK293 cell sample. Ten equal fractions were then recovered and subjected to RNA isolation by Trizol reagent (Sigma-Aldrich).

### qRT-PCR analysis

The RNA profile from each fraction was tested by qRT-PCR analysis with 18S and 28S rRNA-specific primers to reconstruct a distribution of non-polysomal and polysomal RNA complexes in each profile (Masek et al., 2020). Briefly, 2 μl of RNA from each fraction were reverse-transcribed using 20 U of M-MuLV Reverse Transcriptase (Thermo Fisher Scientific) and 0.3 μg of random hexamer primers in a reaction volume of 20 μl. cDNA synthesis was performed at 25°C for 10 min and then in 37°C for 5 min, followed by incubation at 42°C for 1 h and subsequent inactivation at 70°C for 10 min. qRT-PCR experiments were performed using the LightCycler480 SYBR Green I Master mix (Roche) on a LightCycler480 (Roche). The 10 μl reactions were performed in triplicate. Each reaction contained 2 μl of cDNA and 500 nM gene-specific primers (the list of primers used are provided in Table S4). The amplification protocol was as follows: 95°C for 5 min; 44 cycles of 95°C for 10 s, 58°C for 15 s, 72°C for 15 s; followed by melting curve determination. For absolute qRT-PCR quantification, we created recombinant pCRTM4-Topo plasmids (Invitrogen) containing 18S and 28S ribosomal RNA PCR amplicons. The relative quantification mode was applied and the mean of 18S and 28S RNA levels was used for the normalization of each fractionation (Fig. S1).

As described above, the RNA was separated in a sucrose gradient solution based on the number of ribosomes bound to the RNA. The 18S and 28S ribosomal subunits are central components of the 40S and 60S ribosomal subunits, respectively. Fractions 1 and 2 contained primarily free RNA; as a result, the concentration of the 18S and 28S would be expected to be low in comparison with the other fractions. Then, based on density, we anticipated high 18S rRNA and low 28S rRNA in fractions with 40S small ribosomal subunits, and low 18S rRNA and high 28S rRNA in fractions with the 60S large subunits. Both would be present in the 80S monosomes and in polysomes, the sizes of which would be evident from their alternating increasing content of both rRNAs. Therefore, the quantification of the 18S and 28S rRNA provides direct information on the reliability of fraction collection (Masek et al., 2020).

### Library preparation and RNA-seq

The RNA-seq libraries were generated from individual fractions by using the Smart-seq2 v4 kit (Clontech) with minor modifications from the manufacturer's instructions. Briefly, individual cells were lysed and mRNA was captured and amplified with the Smart-seq2 v4 kit. After AMPure XP beads (Beckman) purification, the amplified RNAs were quality checked by using the High Sensitivity D5000 kit (Agilent Technologies). High-quality amplified RNAs were subject to library preparation (Nextera XT DNA Library Preparation Kit; Illumina) and multiplexed by Nextera XT Indexes (Illumina). The concentration of sequencing libraries was determined by using the Qubit dsDNA HS Assay Kit (Life Technologies) and KAPA Library Quantification Kits (KAPA Biosystems). The size of sequencing libraries was determined by the High Sensitivity D5000 Assay in a TapeStation 4200 system (Agilent). Pooled indexed libraries were then sequenced on the Illumina HiSeq X platform with 150-bp paired-end reads.

A pool of 20 oocytes or preimplantation embryos (*n*=3) selected from the same batch in each developmental stage used for ribosome profiling was used to profile transcriptomes by RNA-seq following the Smart-seq2 protocol as above described. In total, we sequenced 138 RNA-seq libraries (120 ribosome-bound mRNA libraries and 18 whole transcriptomes) and we generated approximately 40 million 150 bp paired-end reads per sample.

### RNA-seq data analysis

The Salmon tool (Patro et al., 2017) was applied to quantify the genome-wide gene expression profile from the raw sequencing data, by using the Ensembl bovine genome annotation (ARS-UCD1.2). Transcript per million reads (TPM) was used as the unit of mRNA level. The edgeR tool (Robinson et al., 2010) was applied to identify differentially expressed genes. The TMM algorithm implemented in the edgeR package was used to perform normalization of the read counts and estimation of the effective library sizes. Differential expression analysis was performed by the likelihood ratio test implemented in the edgeR package.

In this study, the fractions of free RNAs (F1 and F2) were excluded because of the discontinuity with the other fractions in the global expression pattern (Fig. 1B), and also because no ribosome-bound RNA was detected in these fractions by qRT-PCR analysis as described above. We anticipated that the largely free RNA (not attached to any ribosomes or proteins) in the F1 and F2 fractions might include microRNAs or non-coding RNAs, which play a significant function in early development based on recently studies (Ganesh et al., 2020; Hasuwa et al., 2021; Kataruka et al., 2020; Loubalova et al., 2021). The inadequate annotation of such RNAs in the bovine genome also limited the comprehensive characterizations in this study.

To understand the translational selectivity in each developmental stage, Spearman's rank correlation test was applied to compute the relationship between gene expression and consecutive ribosomal fractions (F3-F10). The genes with significant gradual increase or decrease in expression were retained for further analysis.

We also performed genome-wide correlation analysis between the transcripts that constituted the four different modes and had certain characteristic mRNA features. The transcripts with 5′ UTR or 3′ UTR length ≤100 nt were excluded when investigating 5′ UTRs and 3′ UTRs. The CPEs within 3′ UTRs were identified based on the motif sequences ‘TTTTAT’, ‘TTTTAAT’, ‘TTTTACT’, ‘TTTTCAT’, ‘TTTTAAAT’ and ‘TTTTAAGT’ (Luong et al., 2020; Xiong et al., 2022). We only retained the exact motif matches for the CPE number and density analysis.

We further performed analysis to determine whether or how maternal or embryonic transcripts are associated with different translational efficiency (four different modes). The maternal genes were defined as the genes strongly upregulated in both the GV and MII stages compared with the eight-cell, morula and blastocyst stages (FDR<0.05 and FC>4). The embryonic genes were the genes that were strongly upregulated in the eight-cell, morula and blastocyst stages relative to the GV and MII stages (FDR<0.05 and FC>4). The proportion of maternal/embryonic genes within each mode was computed as the number of maternal/embryonic genes in one given mode divided by the total number of genes in that mode.

All the conventional statistical analyses were performed using the R platform. The ‘cor.test’ function was used to perform Spearman's rank correlation test. A linear model controlling for fractionation was applied to prioritize the polysome-occupied genes with a gradual increase or decrease in expression across the developmental stages using the ‘lm’ function. If multiple testing needed to be accounted for, the ‘p.adjust’ function was applied for *P*-value correction. Principal component analysis on the genome-wide gene expression profile was performed by using the ‘dudi.pca’ function within the package ‘ade4’. All the heatmaps were plotted by the ‘heatmap.2’ function within the package ‘gplots’. The Gene Ontology and pathway analyses were performed by the David tool (Huang et al., 2009).

## Supplementary Material

Click here for additional data file.

10.1242/develop.200819_sup1 Supplementary information Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

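RNA was sequenced from 10 fractions of 2 sucrose gradients at each of 6 stages, from GV oocytes to blastocysts, and from whole oocytes or embryos in 3 replicates per stage. The authors made all libraries with Smart-seq2, aligned reads to genes with Salmon on the Ensembl bovine annotation and deposited 1 table of expected counts, with 16706 gene symbols and 138 libraries. The values were not normalized, and 11.7% of them are not whole numbers. The paper's text names neither the Salmon version nor filters on the reads. Samples were taken from the names of the columns, which give stage, fraction and replicate letter, and 0 columns were left unmapped. The letters are the only source of pairing. The paper's text states that transcriptomes and gradients came from the same batches, but not that those of a letter belong together.

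Totals per library had a median of 10339170 counts. No 2 libraries of a stage and fraction held identical values in 78 pairs compared. A share or level of 0 means at most 3 counts could have been missed in that library, and floors were computed from 3 counts of each library's total.

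Counts were rounded to whole numbers for edgeR and DESeq2. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Levels are CPM with TMM factors, and logarithms are log2(CPM + 1).

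Libraries were compared by Pearson's r between gradients and by principal component analysis, centred and scaled per gene. The trend of a gene across F3 to F10 was Spearman's rho over 16 libraries, with a two-sided p-value from 100000 permutations. Genes with a trend were placed in 4 modes by comparing the mean transcriptome with the mean of F8-F10 or F3-F5. The translatome and transcriptome of a stage were compared by Spearman's rho across genes, and 8-cell embryos with the other stages by an exact permutation test of gradients. The units of that test are gradients, not stages.

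Differences between polysomes and transcriptome, changes between consecutive stages, the interaction of the 2, and maternal and embryonic genes were tested in 1 edgeR quasi-likelihood model of 30 libraries, 12 polysome pools and 18 transcriptomes, after the filterByExpr filter. The polysome trend across stages was the slope on stage order in the 12 pools. P-values were two-sided and adjusted by the Benjamini-Hochberg method at 0.05. The fold change also had to be above 2 for transitions, above 8 where Fig. 3B uses that limit, and above 4 for maternal and embryonic genes. Gene families were 8 sets written by hand, tested with camera of limma and by Fisher's exact test. The tests were tested on simulated data with 200 changed genes, and their recovery is given with the alternatives.

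Genes named in the text are those that the Results text names as measured in these data. For polysomes against transcriptome in GV oocytes and 8-cell embryos, the 3 genes with the largest fold change in each direction were named among those past the threshold whose 2 pools both lie beyond all 3 transcriptomes. For genes with opposite changes, the 5 with the largest difference between the 2 log2 fold changes were named. Alternatives covered the test, the normalization, the filter, the pseudocount, the pooling of fractions, the model, a replicate block, thinning of libraries and leaving out each replicate.

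F1 and F2 were left out of the trend, as in the paper, and were tested apart. Quantitative PCR, proteome data, GO and KEGG tables and features of the UTRs were not analysed here, and neither were the reads themselves.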

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

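Every test of an explanation in this part was chosen only after the result was seen. Within each stage, the libraries of F1-F2, F3-F5, F6-F7 and F8-F10 were compared for total count, genes with a count of at least 10, share of counts from the mitochondrial genome and rho with the transcriptome, and a library far from the others was looked for with Dixon's test. Of 96 groups and measures, 10 held such a library, where chance gives 4.8. No biological explanation was tested for these 10, since the design gives no difference between gradients of a stage.

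In GV oocytes, 0.0856% of the counts in F1 of gradient A came from the mitochondrial genome, against 0.0413 to 0.0486% in the other libraries of F1-F2, and 0.412% in F10 of gradient A, against 0.0694 to 0.137%. In MII oocytes the share in F7 of gradient B was 0.0756%, against 0.0358 to 0.0380%. Counting error does not account for these shares, since the lower bounds of their 95% Wilson intervals were 0.0839, 0.408 and 0.0741%, above the other libraries of the group. Mitochondria carried into a fraction during collection were not tested.

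F5 of gradient A in GV oocytes had 11509 genes with a count of at least 10, against 11800 to 11962 in F3-F5. After all were thinned to the smallest total it had 11511, against 11477 to 11717, and was no longer the lowest (a gap of -0.142 of the range), consistent with a smaller library, whereas its 10 most abundant genes took 7.32% of the counts, within the range of the group. F6 of gradient A in morulae had 6965 genes, against 9241 to 9587. After thinning the gap was 0.539 of the range, but with 6967 genes against 8267 to 9379 it still had the fewest, and F7 of gradient A, with 4558328 counts against 3834742, had 9587 genes before thinning. The total therefore accounts for no more than a part of the gap. The 10 most abundant genes took 7.83% of the counts, above the 5.39 to 5.99% of the others, but do not account for it, since 7 other fraction libraries of the stage had a larger share and more genes. F10 of gradient B in MII oocytes had 5635 genes, against 10098 to 11023. Thinning left the gap at 0.846 of the range, so its total does not explain it, while the share of the 10 most abundant genes, 15.5%, was above the 10.0 to 12.1% of the others. Abundant genes do not account for it either, since 3 other fraction libraries of the stage had a larger share and more genes, among them F2 of gradient B with 33.4% and 10584 genes. F1 of gradient A in 2-cell embryos had 6935 genes, against 11170 to 11936, and neither the total (0.861 after thinning) nor abundant genes (6.83%, within the range) accounted for it. A loss of RNA before amplification could not be tested. F8 of gradient A in 2-cell embryos had a rho with the transcriptome of 0.430, against 0.527 to 0.579, and the gap was 0.648 of the range after thinning, still far from the others. These values rest on the genes with a mean CPM of at least 1 in F8-F10 or a mean log2(CPM + 1) of at least 1 in the transcriptome. With the genes of the rho between translatome and transcriptome used elsewhere, the value was 0.387, against 0.490 to 0.554, and the gap, 0.620 of the range, was no longer far from the others.

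The total of F3 of gradient A in 8-cell embryos was 17342859 and that of F4 of gradient A in morulae was 2363749, each far from the other libraries of F3-F5. These are differences of library size themselves, no explanation of them was tested, and the normalization to library size was applied to both.

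The change in polysomes differed from the change in the transcriptome, by the interaction term of the edgeR model, in 1556 genes from GV to MII, 264 from MII to 2-cell, 1778 from 2-cell to 8-cell, 1821 from 8-cell to morula and 1795 from morula to blastocyst (3461, 2103, 3924, 3966 and 3948 at an unadjusted p-value below 0.05). With the size factors of DESeq2 in place of TMM in the same edgeR test, the numbers were 1568, 285, 1796, 1871 and 1779, and with library totals alone 1465, 251, 1699, 1819 and 1682. The choice among these 3 scalings therefore does not account for the differences. With 1 transcriptome left out at every stage, 494 to 757 genes were past the threshold from GV to MII and 5 to 35 from MII to 2-cell. The later transitions had 422 to 475, 466 to 593 and 317 to 559, so all 5 numbers fell. The pooling of 3 fractions and the number of oocytes or embryos differ between the 2 kinds of library at every stage, and the interaction compares changes in which such constant differences cancel. Differences that change with stage do not cancel. From 2-cell to 8-cell embryos, the median number of genes with a count of at least 10 fell from 10780 to 7762 in F8-F10 libraries. In transcriptomes it rose from 11042 to 11628. Whether such changes account for a part of these genes was not tested. GC content, gene length and reads shared between paralogs were not tested. Selective recruitment to polysomes at each transition may account for part of these genes, and remains a hypothesis.

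The paper left out F1-F2 after the principal component analysis set them apart from the other fractions. It gives as a further reason that quantitative PCR found no RNA bound to ribosomes there. Between the pools of F1-F2 and F3-F5, 72 genes differed in MII oocytes (63 higher in F1-F2 and the others lower), 123 in 8-cell embryos (22 higher) and 87 in blastocysts (25 higher), of 14504 tested. In GV oocytes 0 differed (1062 at an unadjusted p-value below 0.05), in 2-cell embryos 3 and in morulae 1. Whether the stages differ was not tested. Deviations of the 2 pools of a gradient were correlated (mean 0.124, from -0.171 in GV oocytes to 0.287), so the gradient was also entered as a replicate block. Genes higher and lower in F1-F2 then numbered 121 and 9 in GV oocytes, 144 and 16 in MII oocytes, 37 and 0 in 2-cell embryos, 9 and 37 in 8-cell embryos, 0 and 0 in morulae (1634 unadjusted) and 27 and 67 in blastocysts. Since the correlation in GV oocytes was negative, the letters of the GV pools were also crossed, which gave 214 and 20 genes. The same fit gave 212 and 28 in MII oocytes, 110 and 0 in 2-cell embryos and 33 and 68 in 8-cell embryos. It gave 0 and 0 in morulae and 32 and 83 in blastocysts, so the block numbers of other stages depended on the GV letters as well. Genes of the mitochondrial genome, a large share of F1-F2 in later stages, do not explain most of the differences, since without them 93, 114 and 81 genes passed in MII oocytes, 8-cell embryos and blastocysts, of which 66, 113 and 79 were among the 72, 123 and 87. With every pool thinned to the smallest total, 6482360 counts, 96, 77 and 73 genes passed, of which 71, 71 and 67 were among the same 72, 123 and 87. Different totals may explain a part of the genes of 8-cell embryos and a smaller part of those of blastocysts, and do not explain 71 of the 72 in MII oocytes. Contents of the lysate that settle in the lightest fractions were not tested, so a difference between free and monosome-bound mRNA remains a hypothesis.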

How the results depend on the processing

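A count of genes was taken as changed when it moved by more than a factor of 1.5, and another value when it moved by more than the SD between replicates or crossed the threshold of its test. Across stages, 2507 genes rose and 2317 fell, but falling genes were the more numerous with the linear model (2672 and 4841) and with DESeq2 (3071 and 3680). In 2-cell embryos the balance of 1248 rising and 1190 falling genes turned with no filter (1168 and 1394) and with CPM without TMM factors (1248 and 1270). With CPM without TMM factors, 36 of 36 numbers of genes with a trend or in a mode stayed within these limits, although the balance in GV oocytes turned to 2492 rising and 1682 falling genes (1906 and 1682 with a mean CPM of at least 10) and mode 2 became larger there than mode 4 (1677 against 1507). The results stayed within them as well with fractions scaled to the same total before they were summed (50 of 50) and in a model of the 18 transcriptomes alone (6 of 6). Without the genes of the mitochondrial genome, 12 of 12 numbers of genes higher or lower in polysomes than in the transcriptome did so, but the genes with a higher transcript and a lower polysome level from MII to 2-cell numbered 8 in place of 4. The numbers of maternal and embryonic genes ranged from 690 to 1155 and from 707 to 1239 over the alternatives that kept all libraries. Fold changes and slopes of named genes kept their direction and their side of the threshold in 599 comparisons with an alternative, fell short of the threshold in 132 and newly passed it in 5. Counts at a fold change above 8 were within the limit in 57 comparisons and beyond it in 9. The alternatives that leave out 8-cell transcriptome A, B or C, or that cross the letters of the GV pools, were chosen after the data were seen. Except where a value is given for it, the cause of a change was not tested.

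With the likelihood ratio test, 1312 genes changed in polysomes from GV to MII and 2026 from MII to 2-cell, 690 had different changes in polysomes and transcriptome from MII to 2-cell, and 201 had more transcript and less polysome signal from 2-cell to 8-cell. With DESeq2, 1361 and 2091 genes changed in polysomes in the first 2 transitions, 819 had different changes from MII to 2-cell, and 3680 fell across stages. Between F1-F2 and F3-F5, DESeq2 called 440, 468, 157, 1731, 672 and 1050 genes in the order of the stages. The linear model on 36 libraries called 4841 falling genes. In counts simulated with 200 genes changed 8-fold, the quasi-likelihood test recovered 59.5% with 7 false calls, the likelihood ratio test 69% with 25, DESeq2 77% with 49, and the quasi-likelihood test with the replicate block 42.5% with 3.

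PC1 carried 36.4% of the variance of the fractions and 32.6% of that of all libraries without scaling, 24.9% and 22.6% with a pseudocount of 0.1, and 22.7% and 20.5% with no filter. With no filter, the rho of the fold changes was 0.318, 0.618, 0.419 and 0.208 in the last 4 transitions, mode 2 held 80 genes in blastocysts, and 57 and 21 genes differed between F1-F2 and F3-F5 in GV oocytes and 2-cell embryos. With a mean CPM of at least 10, mode 3 held 150 genes in GV oocytes, and in morulae 150 genes rose and mode 2 held 60. The difference of the 8-cell rho from that of the other stages was -0.181 with that filter and -0.109 with F8-F10 only, neither past the threshold, with exact permutation p-values between 0.0152 and 0.182 over the alternatives.

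The approximate p of cor.test gave 152 rising and 114 falling genes in morulae, with 60, 5 and 109 genes in modes 2, 3 and 4. Hierarchical clustering placed 349 genes in mode 1 and 0 in mode 3 in GV oocytes, 980 in mode 3 and 469 in mode 4 in MII oocytes, and 233, 771 and 419 in modes 2, 3 and 4 in 2-cell embryos. It placed 217 in mode 1 and 0 in mode 3 in 8-cell embryos, 0 in mode 3 in morulae, and 193, 159 and 44 in modes 2, 3 and 4 in blastocysts.

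Against random sets matched on expression, whose central 95% was taken without adjustment over sets, cytosolic ribosomal proteins were higher at 0 stages in place of 2 and lower at 0 in place of 1, and mitochondrial ribosomal proteins were higher at 3 in place of 5. Spliceosome genes were lower at 0 stages in place of 3 and nuclear pore and RNA export genes at 0 in place of 1. The median log2 fold change of cytosolic ribosomal proteins in 8-cell embryos fell from 0.16 to -0.09 over the scalings of the libraries. That of nuclear pore and RNA export genes in blastocysts fell from 0.08 to -0.07. The sign of the median therefore depended on the scaling in these cases, and not for the other sets at each stage. A scaling also shifts the median of all genes, so these signs do not decide the direction relative to it.

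With F8, F9 and F10 as 6 separate libraries per stage, the genes that differed between polysomes and transcriptome numbered 1330 higher and 971 lower in GV oocytes, 2865 higher and 2228 lower in MII oocytes and 2030 higher and 1719 lower in 2-cell embryos. They numbered 2105 higher in 8-cell embryos, 1533 higher in morulae and 1088 higher and 1712 lower in blastocysts. In the same model 443, 185, 1986, 110 and 239 genes changed in the transcriptome in the 5 transitions, and 431, 38, 168, 104 and 118 had different changes in polysomes and transcriptome. There were 39 genes with less transcript and more polysome signal from GV to MII, and 8 with the opposite from 2-cell to 8-cell. With only the groups compared in the model, 3882 genes were lower in polysomes in GV oocytes, 2603 in 8-cell embryos and 2343 in morulae. In that case 4335, 3380, 3525 and 4989 genes changed in the transcriptome from GV to MII, MII to 2-cell, 8-cell to morula and morula to blastocyst, and 185 and 1677 changed in polysomes from MII to 2-cell and from 2-cell to 8-cell. In polysomes 0, 0 and 0 genes passed from GV to MII, 8-cell to morula and morula to blastocyst, where 2426, 1666 and 997 had an unadjusted p-value below 0.05. The 2 discordant classes then held 0 and 4 genes, and the rho of the fold changes was 0.4697, 0.751, 0.547 and 0.302 in the last 4 transitions.

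Gradients and transcriptomes of a stage share letters. The paper states that both came from the same batches, but not that a shared letter marks a pair. Deviations from the stage mean had a mean correlation across genes of -0.0257 between same-letter libraries (from -0.0609 to 0.00401), so that the letters carried no pairing that could be seen. With the letter as a replicate block all the same, the genes higher and lower in polysomes numbered 1692 and 1193 in GV oocytes, 2809 and 2301 in MII oocytes and 2643 and 1873 in 2-cell embryos. They numbered 2537 and 2629 in 8-cell embryos, 2026 and 1812 in morulae and 1599 and 1029 in blastocysts. In the 5 transitions the block gave 12, 97, 4024, 2103 and 132 genes changed in polysomes, and 1237, 631, 4837, 583 and 1522 changed in the transcriptome. Genes with different changes numbered 134, 0, 20, 21 and 6 (738 unadjusted from MII to 2-cell). The discordant classes held 0 genes from GV to MII, where 1457 changed in polysomes at an unadjusted p-value below 0.05, and 11 from 2-cell to 8-cell. The rho of the fold changes from MII to 2-cell was 0.345, and 16.8% of the 8-cell genes of mode 4 were maternal. Same-letter libraries of consecutive stages had mean correlations of -0.00335 in polysomes (from -0.0879 to 0.0577) and -0.0554 in the transcriptome (from -0.266 to 0.0797).

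For the trend across fractions, the replicate block, with ranks taken within each gradient, gave 162 rising and 134 falling genes in morulae, and 97, 65, 7 and 127 genes in modes 1 to 4. For F1-F2 against F3-F5, it gave 130, 160, 37 and 46 genes in the first 4 stages and 0 in morulae (1634 unadjusted). With the letters of the GV pools crossed, 234 genes passed in GV oocytes.

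With gradient A or B left out, each trend rested on 8 libraries of 1 gradient. In GV oocytes 563 to 1070 genes rose and 546 to 857 fell, and modes 1 to 4 held 121 to 406, 442 to 664, 40 to 88 and 506 to 769. In MII oocytes 41 to 281 genes rose and 61 to 279 fell, and modes 1 to 4 held 16 to 146, 25 to 135, 8 to 98 and 53 to 181. In 2-cell embryos 0 to 742 genes rose and 0 to 467 fell, and modes 1 to 4 held 0 to 638, 0 to 104, 0 to 181 and 0 to 286. In 8-cell embryos 0 to 138 genes rose and 0 to 155 fell, and modes 1 to 4 held 0 to 58, 0 to 80, 0 to 5 and 0 to 150. In morulae 0 genes rose and 0 fell, and modes 1 to 4 held 0, 0, 0 and 0. In blastocysts 0 to 6 genes rose and 0 to 8 fell, and modes 1 to 4 held 0 to 6, 0, 0 to 4 and 0 to 4. Where 0 genes passed, 1707 had an unadjusted p-value below 0.05 in 2-cell embryos, 2036 in 8-cell embryos, 1528 and 1097 in morulae and 1485 in blastocysts. Across stages, 6 to 36 genes rose and 0 fell, where 2027 and 1731 fell at an unadjusted p-value below 0.05. PC1 carried 25.1 to 25.9% of the variance of the fractions and 22.3% of that of all libraries. The 8-cell difference in rho lay between -0.234 and -0.193, without a test since 1 gradient per stage was left. Polysomes against transcriptome and the transitions were not run without a gradient, since 1 pool per stage would remain.

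With transcriptome A, B or C left out at every stage, 2104 to 2389 genes were higher and 1570 to 1758 lower in polysomes in GV oocytes, 3372 to 3659 higher and 2915 to 3051 lower in MII oocytes and 2979 to 3202 higher and 2216 to 2396 lower in 2-cell embryos. The ranges were 3067 to 3300 higher and 3409 to 3484 lower in 8-cell embryos, 2741 to 2997 higher and 2497 to 2659 lower in morulae and 2046 to 2238 higher and 1677 to 1906 lower in blastocysts. Genes changed in polysomes numbered 248 to 352 from GV to MII, 479 to 661 from MII to 2-cell, 5299 to 5500 from 2-cell to 8-cell, 3716 to 3913 from 8-cell to morula and 765 to 932 from morula to blastocyst. Those changed in the transcriptome numbered 895 to 1219, 459 to 749, 4383 to 4646, 548 to 643 and 1056 to 1644 in the same order, and those with different changes 494 to 757, 5 to 35, 422 to 475, 466 to 593 and 317 to 559. The rho of the fold changes lay between 0.0585 and 0.0746 from GV to MII, and its ranges in the later transitions were 0.328 to 0.339, 0.636 to 0.659, 0.410 to 0.468 and 0.202 to 0.232. The discordant classes held 21 to 32 genes from GV to MII and 14 to 25 from 2-cell to 8-cell. Without transcriptome A of the 8-cell stage alone, the second class held 71 genes, against 109 and 111 without B or C. Maternal genes numbered 560 to 640 and embryonic genes 635 to 669. At the 8-cell stage 21.6 to 24.6% of mode 1 and 16.6 to 17.8% of mode 2 were embryonic and 14.1 to 15.8% of mode 4 maternal, as were 8.87 to 12.9% of mode 4 in blastocysts. The 8-cell difference in rho was -0.223 to -0.198. Of the stage-specific genes, 154 to 155 were highest at the named stage with 1 gradient left out.

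When 200 genes were given a trend in counts simulated with the depth and the spread between gradients of each stage, the permutation test recovered 100% in GV oocytes, 98.5% in MII oocytes, 99% in 2-cell embryos, 44% in 8-cell embryos, 10.5% in morulae and 66.5% in blastocysts, with at most 12 false calls. Depth and spread together therefore limit the number of genes with a trend most in morulae, whose libraries of F3 to F10 held as few as 2363749 counts, and next in 8-cell embryos. All simulated trends had the same size. Simulated fractions of a gradient shared no deviations, unlike the real ones side by side (mean r 0.130), so the false calls do not cover that source of error. TPM in place of CPM, the transcript with the longest 3 prime UTR and any UTR of at least 1 nt were not run, nor were the other alternatives for mRNA features, since no gene lengths or UTR sequences were used here.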

Differences from the paper's values

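The number of genes with more transcript and less polysome signal from 2-cell to 8-cell was 124, against 65 in the paper, and none of the alternatives set before the data were examined closed the gap. Without 8-cell transcriptome A, an alternative chosen after seeing the values, the number was 71. The paper states 40 M reads per library (M for the prefix mega), and the median library held 10.3 M expected counts, which no alternative changes, as the reads themselves were not used here.

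In Fig. 2, read by eye, the paper gives about 290 genes in mode 1 of MII oocytes, against 475 here. With no filter there were 422, within a factor of 1.5 of the paper's number but still well above it. The other alternatives set before the data were examined did not come within that factor. Mode 2 of MII oocytes held about 210 genes in Fig. 2, read by eye, against 370. Only CPM without TMM factors, with 308, came within that factor. Mode 3 of MII oocytes held about 770 in Fig. 2, read by eye, against 508. The approximate p of cor.test (544, below the paper's number) and hierarchical clustering (980, above it) came within that factor. No other alternative set beforehand did. Mode 3 of 2-cell embryos held about 1100 in Fig. 2, read by eye, against 494. Of the alternatives set before the data were examined, hierarchical clustering alone, with 771, came within that factor. None of them did so for mode 3 of 8-cell embryos, with about 150 in Fig. 2, read by eye, against 47. Nor did any for mode 3 of morulae, with about 11 in Fig. 2, read by eye, against 3. Mode 1 of blastocysts held about 960 in Fig. 2, read by eye, against 594. The approximate p of cor.test (690) and CPM without TMM factors (651) came within that factor, although most of the gap remained. The other alternatives did not come within it. Mode 2 of blastocysts held about 250 in Fig. 2, read by eye, against 125. Hierarchical clustering alone, with 193, came within that factor.

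The rho between translatome and transcriptome in Fig. 3A, read by eye, is about 0.82 in GV oocytes, about 0.72 in MII oocytes, about 0.83 in 2-cell embryos, about 0.58 in 8-cell embryos, about 0.75 in morulae and about 0.80 in blastocysts. The values here were 0.547, 0.413, 0.532, 0.326, 0.553 and 0.654, and none of the alternatives set before the data were examined closed any of these 6 gaps. No filter came nearest at each stage, with 0.760, 0.660, 0.753, 0.506, 0.694 and 0.777.

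For the rho of the fold changes, Fig. 5A, read by eye, gives about 0.051 from GV to MII, about 0.47 from MII to 2-cell, about 0.73 from 2-cell to 8-cell, about 0.55 from 8-cell to morula and about 0.31 from morula to blastocyst. The values here were 0.0673, 0.352, 0.659, 0.452 and 0.232. With only the groups compared in the model, an alternative set before the data were examined, rho was 0.4697 from MII to 2-cell, 0.547 from 8-cell to morula and 0.302 from morula to blastocyst, which closed these gaps. From GV to MII, leaving out transcriptome A (0.0585) closed the gap and the other alternatives did not, and none closed that from 2-cell to 8-cell.

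The paper describes the 90 genes of Fig. 4B as those with the most dynamic translational selectivity across development. Its text names a linear model but not how the 90 genes were ordered, so a rank by p-value may be an unlike measure. Ranked by the p-value of the slope in polysomes, 0 of the first 90 genes were in that list, here and under each alternative, the paper's linear model included. It places RAB17 at the top of the rising genes, and RAB17 ranked 755 by p-value among rising genes, between 342 and 852 under the alternatives. LRWD1 is listed among the top falling genes and ranked 127 among them, between 136 and 2833 under the alternatives. The paper describes lysosomal mRNAs as preferentially translated throughout, and at the 8-cell stage the set was not past the threshold (median log2 fold change 0.76, adjusted p = 0.0786 by camera), although with no filter, and against random sets matched on expression, it was higher at 6 of 6 stages. RNA transport is described as lower in polysomes before the 8-cell stage. By camera, nuclear pore and RNA export genes were lower at the 2-cell stage alone (adjusted p = 0.0303). The lysosome and RNA transport statements of the paper rest on KEGG pathways of genes with a fold change above 8, an unlike measure and set. Past that limit and the adjusted p-value threshold, 3, 11, 8, 8, 4 and 0 of the 39 genes were lower in the order of the stages. These counts were not tested.

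Mitochondrial translation is described as evident in mode 1 at every stage, and mitochondrial ribosomal proteins were in excess there at 3 of 6 stages, not in GV oocytes, MII oocytes or morulae. Cell division is listed for mode 3 at the 2-cell stage, and 7 of 98 cell division genes were in that mode, where 4.15 were expected (Fisher's exact test, two-sided, adjusted p = 0.534). RNA transport is listed among the mRNAs that fall across stages, and 8 of 39 nuclear pore and RNA export genes fell, where 6.30 were expected (adjusted p = 0.681). The paper describes mRNAs of GV polysomes as losing their selectivity from the 8-cell stage on, and 80.7% of the genes higher in GV polysomes were higher in 8-cell polysomes too.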

Other observations

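Of the tests in this part, those on 8-cell transcriptome A were chosen only after the result was seen.

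The rho between translatome and transcriptome was lowest at the 8-cell stage. With every library thinned to the smallest, it was 0.316 in 8-cell embryos and 0.402 in MII oocytes, the next lowest, so fewer reads do not account for it. Divided by the square root of the product of the replicate correlations, it was 0.395 in 8-cell embryos and 0.448 in MII oocytes. Before this correction it was 0.326 and 0.413. Lower reproducibility may therefore account for a part of the gap, but not for the 8-cell stage being lowest. A lag between transcription and ribosome loading, as the paper proposes, may underlie the low value, but the difference rests on F3 to F7, and GC content, gene length and reads shared between paralogs were not tested.

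Morulae had the fewest genes with a trend across fractions. The correlation across genes of the trends of the 2 gradients was 0.276 in morulae, 0.406 in blastocysts and from 0.555 to 0.654 at the other 4 stages, consistent with lower reproducibility of the morula gradients. Whether fewer mRNAs are selected at that stage cannot be told apart from this.

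Genes listed beforehand as markers of fibroblasts or of cumulus cells were summed in each kind of library, without those that the paper lists. The fibroblast sum in 8-cell transcriptomes was 2995 CPM (SD 3083, n = 3), below the 4505 CPM (SD 568) of blastocysts, while in 8-cell polysomes it was 1221 CPM, the highest of the 6 stages. The cumulus sum in 8-cell transcriptomes was 1167 CPM (SD 1072), the highest of the 6 stages, while in 8-cell polysomes it was 344 CPM, ranked 4. Each set was thus highest at the 8-cell stage in 1 kind of library and not in the other. The SD pointed to a single replicate. For the replicates, CPM were scaled with the TMM factors of all 138 libraries, not with those of the 30-library model used for the means above, and markers with enough counts were summed. In 8-cell transcriptome A the fibroblast sum was 8520 CPM, against 1441 and 1708 in B and C, and 9 of 9 markers were higher, with a median log2 ratio of 2.34, above all of 10000 random sets of the same size. For cumulus markers the sums were 3124, 648 and 770 CPM, with a median of 1.40 and 16 of 18 genes higher, and for blood markers 104, 118 and 137 CPM, with a median of -0.38. RNA from cumulus or fibroblast cells in replicate A is a candidate explanation. The markers were the genes in which the pattern was seen, so the test cannot tell it from a difference between the embryos of the pool, such as an earlier or later cleavage. Without transcriptome A, 71 genes had more transcript and less polysome signal from 2-cell to 8-cell, against 109 without B and 111 without C, so that replicate may account for a part of the 124.

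Other splits of the transcriptomes were counted for each transition. Of the 10 splits of 6 transcriptomes, 4 part all same-letter pairs, and 1 of these 4, the real one, gave as many genes as the real split, with 4335, 3380, 8087, 3525 and 4989 genes in the 5 transitions in a model of these 6 libraries alone. The other splits each gave 0 genes (from 2 to 194 at an unadjusted p-value below 0.05). With 3 libraries against 3 the share cannot fall below 0.05, so chance cannot be ruled out by this count alone. For maternal and embryonic genes, 100 regroupings of the 15 transcriptomes were counted, the real one included. The real one gave 1088 maternal and 1277 embryonic genes in a model of these libraries, and the other 99, which mix stages within groups, gave 0 (at most 50 and 363 at an unadjusted p-value below 0.05). A group of mixed stages leaves little room for a gene to pass all 6 comparisons, so this count says little about chance. With the libraries of each stage kept together, any 2 of the 5 stages were set against the other 3. Of the 10 pairs of stages, 1, GV and MII, gave as many genes, and the next was morula and blastocyst, with 327 genes higher and 392 lower.

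Genes of the mitochondrial genome took a share of the counts that differed between fractions and stages. In blastocysts the mean share was 30.4% in F1-F2, 20.6% in F3-F5, 7.98% in F6-F7, 4.47% in F8-F10 and 20.8% in the transcriptome. In morulae it was 14.7, 5.54, 1.87, 1.23 and 5.96%, and in 8-cell embryos 2.46, 0.786, 0.640, 1.41 and 5.21%. In GV oocytes the share was 0.0550% in F1-F2 and 0.479% in the transcriptome.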
